# Identification of renal stem cells in zebrafish

**DOI:** 10.1126/sciadv.adx5296

**Published:** 2025-08-22

**Authors:** Ting Yu, Xiaoliang Liu, Xiaoqin Tan, Yunfeng Zhang, Zhongwei He, Wenmin Yang, Tingting Tian, Yan Li, Jinghong Zhao, Chi Liu

## Abstract

Renal stem cells (RSC) hold great promise as kidney disease regenerative therapies. However, RSCs capable of regenerating de novo nephrons remain unidentified in vertebrates. Therefore, this study aimed to identify RSCs in zebrafish. Single-cell RNA sequencing revealed *eya2*, *pax2a*, and *six2a* as primary markers of zebrafish RSCs. Real-time imaging demonstrated that RSCs originated from *eya2*-positive mesenchymal cells. Notably, photoconversion-based lineage tracing and serial transplantation assays revealed a unique RSC renewal process, characterized by a differentiation-proliferation-dedifferentiation mode. This process generates nephrons and nascent RSCs concurrently. In addition, precise Wnt signaling is key for RSC renewal and differentiation balance and directly activates *eya2* expression to initiate renewal. This discovery establishes a foundation for the advancement of stem cell therapies for kidney diseases.

## INTRODUCTION

Numerous human kidney diseases are caused by a loss of nephrons (*1*, *2*), the functional units of the kidney responsible for filtering blood and producing urine. However, mammalian renal progenitor cells (RPCs) that are responsible for nephrogenesis can typically undergo only a limited number of self-renewal cycles (*3*, *4*). These RPCs vanish around birth, limiting nephron repair to a partial extent in humans and impeding the regeneration of new nephrons (*5*–*7*). Therefore, identifying renal stem cells (RSCs) capable of continuous renewal and regeneration of nephrons in adult kidneys holds great promise for the development of new treatments. However, the search for such RSCs has been a longstanding and critical challenge in the field.

Vertebrate kidney development progresses through three stages: pronephros, mesonephros, and metanephros (*8*, *9*). The pronephros, the most primitive, comprises two nephrons. The mesonephros, formed by adding nephrons to pronephric tubules, functions during embryogenesis, persisting in adult zebrafish while regressing in mammals. The metanephros, arising from ureteric bud and metanephric mesenchyme interactions, forms the definitive mammalian kidney (*9*). Despite these variations, the nephron structure remains evolutionarily conserved between zebrafish and mammals (*8*). Zebrafish exhibit a robust capacity to regenerate nephrons throughout their entire life span (*10*). The kidneys of adult zebrafish are composed of approximately 600 nephrons (*11*). In the event of acute kidney injury (AKI), which results in the loss of most nephrons, zebrafish can regenerate a substantial number of nephrons within 15 days, effectively restoring renal function (*11*). RSCs with continuous renewal capacity have been hypothesized to exist in zebrafish kidneys. A previous study (*11*), along with our research (*12*, *13*), revealed that *lhx1a*-positive (*lhx1a*^+^) cell aggregates generate nephrons during kidney development and regeneration, suggesting a close association between RSCs and these cell aggregates. However, it remains unclear whether RSCs reside within the *lhx1a*^+^ cell aggregates or represent precursor cells that give rise to these aggregates. The molecular markers of RSCs have also not yet been defined. In addition, the mechanisms underlying RSC renewal have not yet been explored. Addressing these questions is essential for understanding the fundamental properties of RSCs.

Here, we performed single-cell RNA sequencing (scRNA-seq) on adult zebrafish kidneys postinjury and identified an RSC population marked by *eya2*, *pax2a*, and *six2a* expression. Real-time tracking revealed that these RSCs originated from *eya2*-positive mesenchymal cells at 46 hours post-fertilization (hpf). Photoconversion-based lineage tracing revealed a unique renewal mode: multiple RSCs form a cell aggregate through the mesenchymal-epithelial transition (MET) and begin rapid proliferation. The cells at the bases of these aggregates form nephrons, whereas the cells at the apices, which highly express *eya2* and *six2a*, detach through epithelial-mesenchymal transition (EMT) and generate new RSCs. Serial transplantation assays in adult kidneys further confirmed the continuous renewal and differentiation abilities of RSCs. Mechanistic studies revealed that Eya2, which interacts with Six1b and is regulated by Wnt signaling, is critical for RSC renewal. Our research delineates the key characteristics of RSC generation, differentiation, and renewal.

## RESULTS

### scRNA-seq revealed RSCs

In this study, we used scRNA-seq to identify potential RSC clusters during kidney regeneration in zebrafish. 

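The data behind the single-cell results are 4 libraries of kidney cells taken at 4 dpi, which are treated as replicates 1 to 4 of 1 condition. The paper does not state how the 12 fish were divided among the libraries, so the spread between them may hold less than the spread between fish. Cells were captured on the BD Rhapsody system, in which each cell shares a well with a barcoded bead and each transcript receives a unique molecular identifier (UMI). The authors assessed read quality with fastp, called cells and counted UMIs with UMI-tools, and deposited for each library a table of UMI counts per gene and cell without normalization. The aligner and the genome build are not given in the sources used here. The libraries held 59703380, 59350367, 87759842 and 79236244 UMIs. Genes for mitochondrial proteins were listed in libraries 3 and 4 only, so the counting of libraries 1 and 2 differed from that of libraries 3 and 4. This pair of batches was compared wherever the counts allowed. Cells were clustered from the raw counts with Seurat using 2000 variable genes, 30 principal components and the resolution of 0.6 that the paper states. All 22 genes that the paper names for these cells were kept out of the variable genes, so that none of these defined its own cluster. Other genes reported, such as *mki67* and the follicle genes, were not kept out. Clusters were named by lists of marker genes, of which those for kidney cells were read from Tables S1 and S2, which come from these same cells. Cells are not replicates, so the raw counts were summed per library and cell class and these sums were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment.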

To induce AKI, we injected gentamicin (Gent; 2.7 μg/μl, 20 μl per fish) intraperitoneally into 12 randomly selected adult zebrafish (*11*, *14*) and collected their kidneys at 4 days postinjury (4 dpi). Through scRNA-seq of these kidneys, we obtained 31,008 cells that passed quality control and were included in subsequent analysis. 

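The deposited tables held 9048, 9831, 6308 and 5821 cells in libraries 1 to 4, which add up to 31008. No further cell was removed. The median cell had 4643.5 UMIs in library 1, 4358 in library 2, 9953.5 in library 3 and 9883 in library 4, so cells of libraries 3 and 4 were more deeply sampled. The lowest number of detected genes per cell was between 201 and 202 in every library. The median share of mitochondrial UMIs was 4.66% and 4.80% in libraries 1 and 2 and 17.4% and 17.9% in libraries 3 and 4. The former covers 2 mitochondrial rRNA genes only and the latter also 13 genes for mitochondrial proteins, so these shares cannot be compared as cell quality. Library totals per gene differed by more than sampling noise in every pair, with a chi-square per degree of freedom of 13.8 between libraries 1 and 2, 6.95 between 3 and 4 and at least 484 across these pairs, so no table repeats another. This does not show whether libraries of a pair came from separate cell suspensions.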

Initial analysis of these cells revealed 15 distinct cell clusters (Fig. 1A), one of which (cluster 15) showed high expression of mammalian RPC marker gene homologs (*9*, *15*–*18*), including *six2a*, *pax2a*, and *lhx1a* (Fig. 1B and table S1). Consequently, we hypothesized that cluster 15 represents zebrafish RSCs. However, the expression of the key mammalian RPC marker homologs *osr1* and *eya1* (*9*, *15*, *19*, *20*) was barely detectable (Fig. 1C). This suggests differences between zebrafish RSCs and mammalian RPCs.

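When genes were scaled over all libraries together, the cells fell into 32 clusters, and none carried enough markers to be called RSC-like. In that clustering, 46 of the 59 cells with a *six2a* UMI lay in a cluster of 1104 cells with markers of distal tubule epithelial cells (DTECs). When genes were scaled within each library, 29 clusters formed, of which cluster number 26 was RSC-like, and the values given here are from this clustering. It held 127 cells, which were 35, 53, 21 and 18 cells of libraries 1 to 4. These were 0.392% ± 0.103 of the cells of a library (SD, n = 4 libraries). Of these cells, 39, all from libraries 1 and 2, carried genes of ovarian follicle cells and no *pax2a* UMI, so the values of these genes without them are given as well. *six2a* reached 162 ± 78.1 UMIs per 1e6 UMIs (counts scaled to the library sum, CPM) in RSC-like cells and 0.0581 ± 0.0604 in all other cells (SD, n = 4 libraries each), a log2 fold change of 10.96 (standard error 0.836, adjusted p = 4.19e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *pax2a* reached 1542 ± 478 CPM against 19.8 ± 3.21 (log2 fold change 5.74, standard error 0.339, adjusted p = 1.27e-05 from edgeR). *lhx1a* reached 154 ± 81.5 CPM against 0.163 ± 0.103 (log2 fold change 9.37, standard error 0.704, adjusted p = 3.93e-05 from edgeR). Each of these genes was higher in RSC-like cells in 4 of 4 libraries. Without the follicle-like cells, RSC-like cells were 0.29% of a library's cells, *six2a*, *pax2a* and *lhx1a* reached 202 ± 112, 1847 ± 231 and 180 ± 68.4 CPM, and their log2 fold changes were 11.18, 5.90 and 9.50. Of the 7 genes that the paper discusses for this cluster, 6 were higher at an adjusted p below 0.05 among 18932 genes tested, and 7 when adjusted over the list alone. This list was chosen by the study on these libraries, so neither count is independent evidence. Within libraries 1 and 2, and within libraries 3 and 4, 6 of the 7 passed, but not the same 6. *six2a*, *pax2a*, *lhx1a*, *eya2* and *six1b* passed in both pairs, *osr1* only in libraries 1 and 2 and *eya1* only in libraries 3 and 4. The paper describes *osr1* and *eya1* as barely detectable in its cluster, so a pass of these is no match with the paper. The comparison that moved *pax2a* most was the one with DTEC-like cells alone, where its log2 fold change was 1.25. A UMI of *six2a* was found in 37.8% of RSC-like cells (exact Clopper-Pearson 95% interval 29.3% to 46.8%, median 7821 UMIs per cell) and in 0 of 7807 neutrophil-like cells, which allows a share of up to 0.0384% (median 6277 UMIs). For *pax2a* the shares were 65.4% and 0.474%, and for *lhx1a* 25.2% and 0.0256%. Without the follicle-like cells the shares of RSC-like cells were 53.4%, 94.3% and 36.4%. *pax2a* was also common in other kidney classes, with a UMI in 58.0% of DTEC-like cells and 56.2% of cells like proximal tubule epithelial cells (PTECs). By CPM the next cluster was unnamed, at 1150 CPM with a UMI in 85.1% of 148 cells, against 1460 CPM in the pooled RSC-like cells. Intervals and limits cover counting error only. From the high expression of these homologs of mammalian RPC markers, the paper hypothesizes that the cluster represents zebrafish RSCs.

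**Figure D1:**
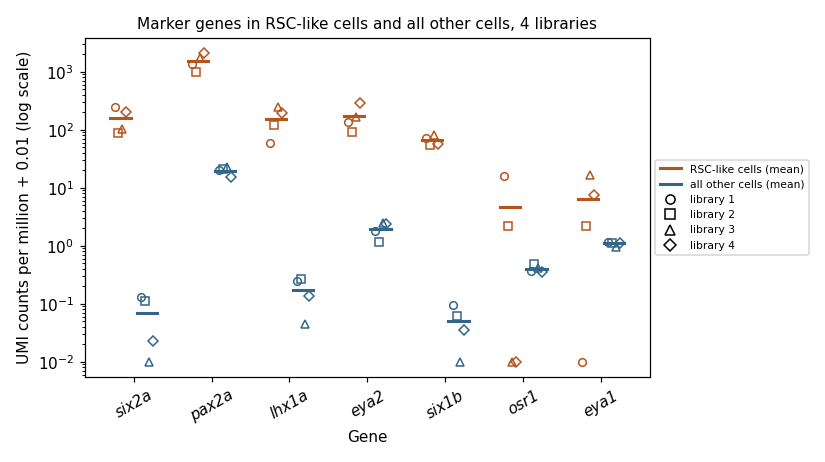
CPM plus 0.01 on a log axis for 7 genes, with a point for each of the 4 libraries and a line at the mean. *six2a*, *pax2a*, *lhx1a*, *eya2* and *six1b* lie higher in RSC-like cells than in all other cells in 4 of 4 libraries, *eya1* in 3 and *osr1* in 2.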

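*osr1* was counted with 5 UMIs in the RSC-like cells of library 1, 1 in library 2 and none in libraries 3 and 4. This is 4.58 ± 7.80 CPM against 0.393 ± 0.0606 CPM in all other cells (SD, n = 4 libraries each). The log2 fold change of 2.98 (standard error 0.952) had an adjusted p of 0.0432 from edgeR's quasi-likelihood test, but it rested on library 1. Leaving out any single library took it over the threshold. Without library 1 it was 0.59 with an adjusted p of 0.813 from the same test, and with library as a block the adjusted p was 0.0571. *eya1* reached 6.50 ± 7.29 CPM against 1.08 ± 0.0930 CPM, from 1, 5 and 2 UMIs in libraries 2, 3 and 4, and its log2 fold change of 1.97 (standard error 0.752, adjusted p = 0.0821 from edgeR) did not pass the threshold. It did without the follicle-like cells (adjusted p = 0.0432 from edgeR), without TMM normalization (0.0356) and in DESeq2 (0.00165). In libraries 1 and 2 alone its estimate was -0.38 (standard error 1.17) from a single UMI in RSC-like cells, and in libraries 3 and 4 alone it passed, at 2.89 (adjusted p = 0.0129 from edgeR). Each gene had a UMI in 5 of 127 RSC-like cells, or 3.94% (exact Clopper-Pearson 95% interval 1.29% to 8.95%). In neutrophil-like cells the shares were 0.0384% for *osr1* and 0.371% for *eya1*. By CPM, cells like renal interstitial cells (RICs) had the highest *osr1* of all 29 clusters, at 43.3 CPM with a UMI in 9.77% of 266 cells, and cells like vascular endothelial cells (VECs) had the highest *eya1*, at 47.1 CPM with a UMI in 10.4% of 604 cells.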

**Fig. 1.**
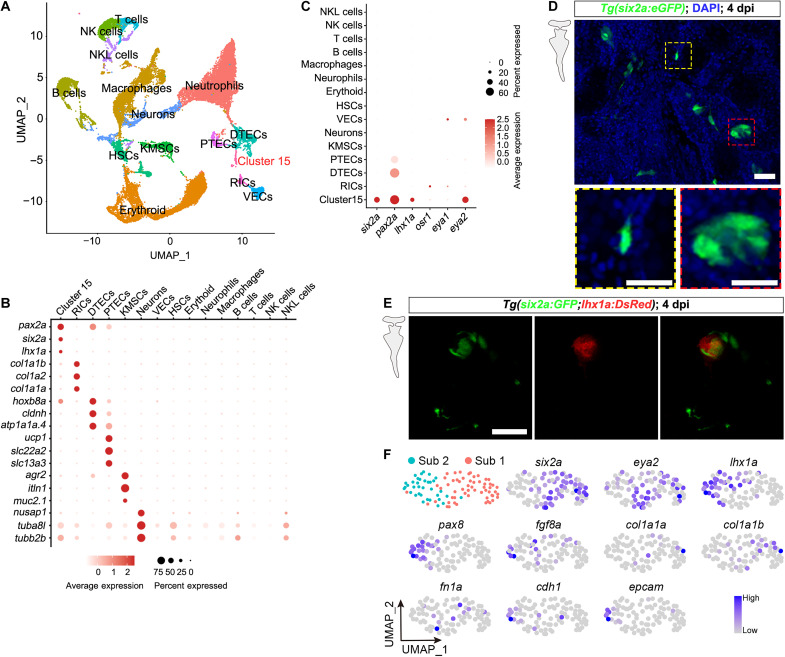
Identification of potential zebrafish RSC clusters via scRNA-seq analysis of injured kidneys. (**A**) Uniform Manifold Approximation and Projection (UMAP) plot analysis identified a previously undefined cell cluster (cluster 15) in the zebrafish kidney. (**B**) Dot plot displaying the relative expression of markers for various kidney cell clusters. Cluster 15 expresses markers associated with mammalian RPCs. (**C**) Dot plot showing the relative expression of *six2a*, *pax2a*, *lhx1a*, *osr1*, *eya1*, and *eya2* across kidney cell clusters. All these genes, except *eya1* and *osr1*, are highly expressed in cluster 15. (**D**) Confocal image of adult *Tg(six2a:eGFP)* kidneys at 4 dpi. The red dashed box outlines a cell aggregate, while the yellow dashed box highlights a dendritically shaped mesenchymal cell. The grayscale image on the left indicates that the image was captured in the adult kidney. (**E**) Confocal images of adult *Tg(six2a:eGFP;lhx1a:DsRed)* kidneys at 4 dpi, showing numerous *six2a*^+^ cells that are not labeled by *lhx1a*. (**F**) UMAP plot showing the identification of RSC subtypes following subclustering of cluster 15 from (A). UMAP feature plots indicate that subpopulation 1 exhibits high expression of *six2a*, *eya2*, *col1a1a*, *col1a1b*, and *fn1a*, whereas subpopulation 2 is characterized by high expression of *lhx1a*, *pax8*, *fgf8a*, *cdh1*, and *epcam*. NK, natural killer; VECs, vascular endothelial cells; DTECs, distal tubular epithelial cells; HSCs, hematopoietic stem cells; KMSCs, kidney mucin–secreting cells; RICs, renal interstitial cells. Scale bars, 50 μm [(D) and (E)]. PTECs, proximal tubular epithelial cells; NKL, natural killer T-like cells.

Six2, the primary marker gene in mammalian RPCs, functions autonomously within cells to sustain progenitor cell status (*17*). To confirm the identity of cluster 15, we generated a reporter line to track *six2a*-expressing cells in zebrafish (fig. S1). Using clustered regularly interspaced short palindromic repeats/CRISPR-associated protein 9 (CRISPR-Cas9), we engineered a *TgKI(six2a:p2a-Gal4-VP16)* reporter line by incorporating a *p2a-Gal4-VP16* cassette into the 3′ end of the *six2a* coding sequence (fig. S1A) (*21*). The Gal4-UAS system, which controls gene expression, allows Gal4 to activate genes downstream of the UAS (upstream activation sequence) (*22*). By crossing this line with *Tg(UAS:eGFP)*, we generated *Tg(six2a:p2a-Gal4-VP16;UAS:eGFP)*, abbreviated as *Tg(six2a:eGFP)* (fig. S1C). Morphological analysis revealed a substantial presence of dendritically shaped mesenchymal cells and spherical cell aggregates expressing *six2a* in the injured kidneys of *Tg(six2a:eGFP)* adult fish at 4 dpi (Fig. 1D). Furthermore, analysis of the hybrid transgenic line *Tg(lhx1a:DsRed;six2a:eGFP)* revealed the presence of *lhx1a*^+^ cell aggregates (Fig. 1E), as previously reported (*11*), along with surrounding individual mesenchymal cells in the kidney. Quantitative analysis of fluorescence signals indicated that most *lhx1a*^+^ cells were also *six2a*^+^ at 4 dpi in adult kidneys. However, more than 90% of *six2a*^+^ mesenchymal cells lacked *lhx1a* expression (*n* = 120 cells from six fish) (Fig. 1E), highlighting the heterogeneity among *six2a*^+^ kidney mesenchymal cells.

Therefore, we further analyzed cluster 15 and found that it could be subdivided into two distinct cell subpopulations (Fig. 1F and table S2). 

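The 127 RSC-like cells were clustered again from their raw counts with 10 principal components, at the lowest resolution that gave 2 groups. This first parted 88 cells from the 39 follicle-like cells, and the latter did not carry the markers of either subpopulation. After the follicle-like cells were left out, a choice made after seeing this, the 88 cells gave 2 groups at a resolution of 0.5. The group of 59 cells had all 11 markers of subpopulation 1 higher and is called sub 1-like, and the group of 29 cells had all 9 markers of subpopulation 2 higher and is called sub 2-like. These markers were read from Table S2, which comes from the same cells. Sub 1-like cells numbered 17, 20, 12 and 10 in libraries 1 to 4, and sub 2-like cells 4, 8, 9 and 8. With genes scaled within each library, the 88 cells gave 2 groups that could not be named from these markers. Only 5 of 11 and 3 of 9 markers were higher in the expected group, and the groups differed in depth, with medians of 15429.5 and 4259 UMIs. Sub 2-like cells had a median of 16816 UMIs and sub 1-like cells 7508. A UMI of the proliferation gene *mki67* was found in 89.7% of sub 2-like and 18.6% of sub 1-like cells. Of the 2165 genes tested over the 4 libraries, 92 were higher and 82 lower in sub 1-like cells at an adjusted p below 0.05 from edgeR's quasi-likelihood test.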

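In sub 1-like cells, the RSC-like cells with the markers of subpopulation 1, *six2a* reached 334 ± 131 CPM, against 65.9 ± 58.7 CPM in sub 2-like cells (SD, n = 4 libraries each). The log2 fold change was 2.88 (standard error 0.682, adjusted p = 0.0289 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *eya2* reached 331 ± 206 CPM against 59.7 ± 25.7 CPM (log2 fold change 2.70, standard error 0.549, adjusted p = 0.0169 from edgeR). Both genes were higher in sub 1-like cells in 4 of 4 libraries, and neither was among the genes used for clustering. With library as a block over all 4 libraries, the adjusted p was 0.00181 for *six2a* and 0.000422 for *eya2* from edgeR. Neither call held in every library subset, where the fits had no library term. Without library 1, the adjusted p was 0.0832 for *six2a* and 0.0691 for *eya2* from edgeR, without library 2 it was 0.0837 for *six2a*, and without library 3 it was 0.0505 for *eya2*. In libraries 3 and 4 alone the log2 fold changes were 3.72 and 2.92, with adjusted p of 0.121 and 0.0841 from edgeR. With 20 components in the second clustering *eya2* did not pass either (adjusted p = 0.108 from edgeR). A UMI of *six2a* was found in 69.5% of 59 sub 1-like and 20.7% of 29 sub 2-like cells, and after each cell was thinned to 2000 UMIs in 52.0% of 50 and 10.3% of 29 cells. For *eya2* these shares were 54.2% and 37.9%, and after thinning 42.0% and 10.3%. Thinning left out 9 sub 1-like cells as too shallow and 0 sub 2-like cells.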

Subpopulation 1, marked by high levels of *six2a* and *eya2*, may represent zebrafish RSCs, given the expression of key mammalian RPC markers (Fig. 1F). In contrast, subpopulation 2 expressed the genes *lhx1a*, *pax8*, and *fgf8a* (Fig. 1F), which are involved in RPC aggregation and differentiation (*9*, *11*, *15*, *23*, *24*), suggesting that these cells may represent components of aggregates derived from RSCs. Furthermore, an analysis of markers for mesenchymal and epithelial cells revealed that subpopulation 1 exhibited higher expression of mesenchymal markers such as *col1a1a*, *col1a1b*, and *fn1a* (*25*, *26*), whereas subpopulation 2 showed elevated expression of epithelial markers, including *cdh1* and *epcam* (Fig. 1F) (*27*). These findings indicate that subpopulation 1 likely has mesenchymal characteristics, while subpopulation 2 exhibits epithelial traits. This is consistent with the observation of *six2a*-labeled mesenchymal cells and cell aggregates in the kidney (Fig. 1, D and E). However, these conclusions require further validation during kidney development in zebrafish.

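*pax8* reached 331 ± 66.0 CPM in sub 2-like cells and 18.9 ± 21.9 CPM in sub 1-like cells (SD, n = 4 libraries each), a log2 fold change of sub 1-like against sub 2-like cells of -3.69 (standard error 0.644, adjusted p = 0.00941 from edgeR's quasi-likelihood test). It did not pass without library 1 (adjusted p = 0.0538 from edgeR), in libraries 3 and 4 alone (0.0974) or with 20 components in the second clustering, where its log2 fold change was -1.80 (0.196). *fgf8a* reached 261 ± 142 CPM against 56.9 ± 24.2 CPM (log2 fold change -1.81, standard error 0.520, adjusted p = 0.0546 from edgeR), and *lhx1a* 297 ± 14.8 CPM against 77.3 ± 90.3 CPM (log2 fold change -1.58, standard error 0.727, adjusted p = 0.199 from edgeR). All 3 genes were higher in sub 2-like cells in 4 of 4 libraries, but *fgf8a* and *lhx1a* did not pass the threshold. With library as a block they did, with adjusted p of 0.0345 and 0.0458 from edgeR. Of all 17 alternatives, the block included, *fgf8a* passed in 10 and reversed in 1, and *lhx1a* passed in 5. After thinning to 2000 UMIs per cell, a *pax8* UMI was found in 41.4% of sub 2-like and 2.00% of sub 1-like cells, and an *lhx1a* UMI in 44.8% and 6.00%. Without thinning the shares were 62.1% and 6.78% for *pax8* and 79.3% and 15.3% for *lhx1a*. In neutrophil-like cells they were 0.154% and 0.0256%.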

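The 3 mesenchymal and 2 epithelial genes were counted with few UMIs, and edgeR's standard filter on low counts left all 5 out of the test. *col1a1a* reached 30.8 ± 21.1 CPM in sub 1-like cells (SD, n = 4 libraries) and had no UMI in 29 sub 2-like cells, which allows a share of up to 10.3% of cells. *col1a1b* reached 43.1 ± 24.3 CPM in sub 1-like and 8.27 ± 6.79 CPM in sub 2-like cells, and *fn1a* 19.9 ± 4.41 and 5.90 ± 8.38 CPM. *cdh1* reached 60.2 ± 68.6 CPM in sub 2-like and 10.6 ± 15.1 CPM in sub 1-like cells, and *epcam* 252 ± 315 and 29.0 ± 49.0 CPM. For the last pair the SD in sub 2-like cells was larger than the mean. Each of the 5 genes was higher in the subpopulation the paper names in 4 of 4 libraries, from between 0 and 39 UMIs per library and group. Of all 10 subpopulation genes, 3 passed an adjusted p of 0.05 over all genes tested, and 4 when adjusted over the list alone, a list the study chose on these libraries. With library as a block, which takes up that the sums of a library are alike, 5 passed. With no filter on low counts 7 passed, *col1a1a* and *epcam* among them. Without library 1 none passed over all genes, while 4 had an unadjusted p below 0.05. In libraries 1 and 2 alone 6 passed and in libraries 3 and 4 alone none did, with 3 at an unadjusted p below 0.05. Of the 345 *cdh1* UMIs in the 127 RSC-like cells, 318 lay in the 39 follicle-like cells, which belong to neither group here. In RIC-like cells, *col1a1a* had a UMI in 55.3% of 266 cells and in sub 1-like cells in 10.2% of 59. In DTEC-like cells, *cdh1* had a UMI in 71.2% of 978 cells and in sub 2-like cells in 27.6% of 29. *fn1a* was lower in the 127 RSC-like cells than in all other cells in 4 of 4 libraries. Its log2 fold change was -2.12 (standard error 0.290, adjusted p = 0.000634 from edgeR), and -2.01 without the follicle-like cells. *col1a1a*, *col1a1b*, *cdh1* and *epcam* did not pass in that comparison, with or without the follicle-like cells. Sub 1-like cells alone were not tested against all other cells. From the higher mesenchymal genes in subpopulation 1 and the higher epithelial genes in subpopulation 2, the paper proposes mesenchymal characteristics for the first and epithelial traits for the second.

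**Figure D2:**
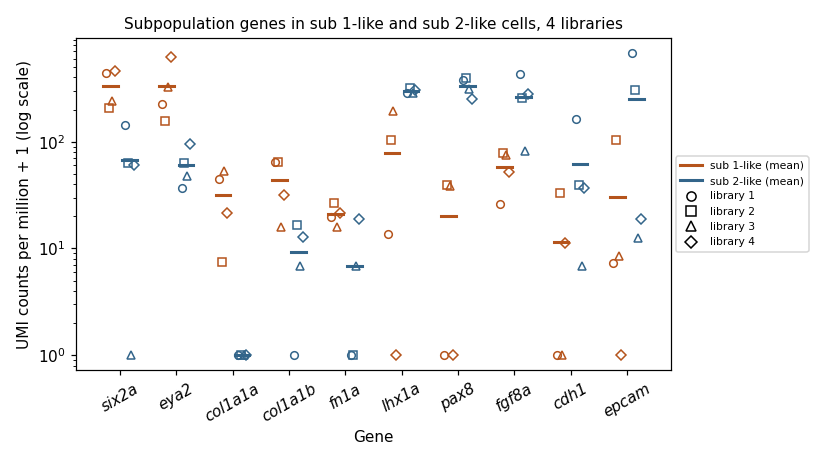
CPM plus 1 on a log axis for the 10 genes of the subpopulations, with a point for each of the 4 libraries and a line at the mean. Points at the bottom of the axis are libraries without a UMI, such as all 4 for *col1a1a* in sub 2-like cells.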

### Real-time observation of RSC generation

To track the formation process of RSCs, we first needed to identify a marker gene that could effectively label early RSCs. RPCs in mammals originate from mesenchymal cells in the nephrogenic cord marked by *Osr1*, *Lhx1*, and *Eya1* (*9*, *15*, *18*–*20*). Thus, we used the technique of generating the *Tg(six2a:eGFP)* transgenic line and separately developed transgenic lines that accurately represent the expression of these three gene homologs in zebrafish: *osr1*, *lhx1a*, and *eya1* (figs. S2 to S4). Using these lines, we did not observe any enhanced green fluorescent protein (eGFP)^+^ cells between the pronephric ducts before 48 hpf (fig. S5). Eya1 functions at the top of the regulatory network to maintain the mammalian RPC population throughout kidney development (*20*). However, scRNA-seq revealed that *eya1* expression in cluster 15 cells was barely detectable. Instead, we detected a high expression of *eya2* (Fig. 1C), a gene within the *eya* family with a function similar to that of *eya1* (*28*). 

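After each cell was thinned to 1000 UMIs, no *eya1* UMI was found in 122 RSC-like cells, and none in 107 cells thinned to 2000 UMIs. The same thinning to 2000 UMIs left an *eya1* UMI in 0.175% of 7442 neutrophil-like cells. A count of 0 in 107 cells allows a share of up to 2.80%, so at this depth the gene cannot be placed above or below that background.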

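*eya2* reached 170 ± 84.9 CPM in RSC-like cells and 1.92 ± 0.609 CPM in all other cells (SD, n = 4 libraries each), a log2 fold change of 5.91 (standard error 0.440, adjusted p = 3.89e-05 from edgeR's quasi-likelihood test). RSC-like cells ranked 1 of 29 clusters by *eya2* CPM, and VEC-like cells came next with 90.3 CPM. A UMI was found in 42.5% of RSC-like cells (exact Clopper-Pearson 95% interval 33.8% to 51.6%), in 16.2% of VEC-like cells and in 0.922% of neutrophil-like cells. VEC-like cells were shallower, with a median of 2384 UMIs. The 39 follicle-like cells among the RSC-like cells also carried *eya2*, with a UMI in 28.2% of them, and without them the log2 fold change was 5.95.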

Using the *Tg(eya2:eGFP)* transgenic line constructed according to the aforementioned methods (fig. S6), we detected *eya2:eGFP*^+^ cells between pronephric ducts at 46 hpf (Fig. 2A). Using fluorescence in situ hybridization (FISH), we confirmed the initiation of *eya2* expression in these cells (Fig. 2B). These *eya2*^+^ cells, which were small and flat, lined up between the pronephric ducts in a cord-like structure (Fig. 2, A and C).

**Fig. 2.**
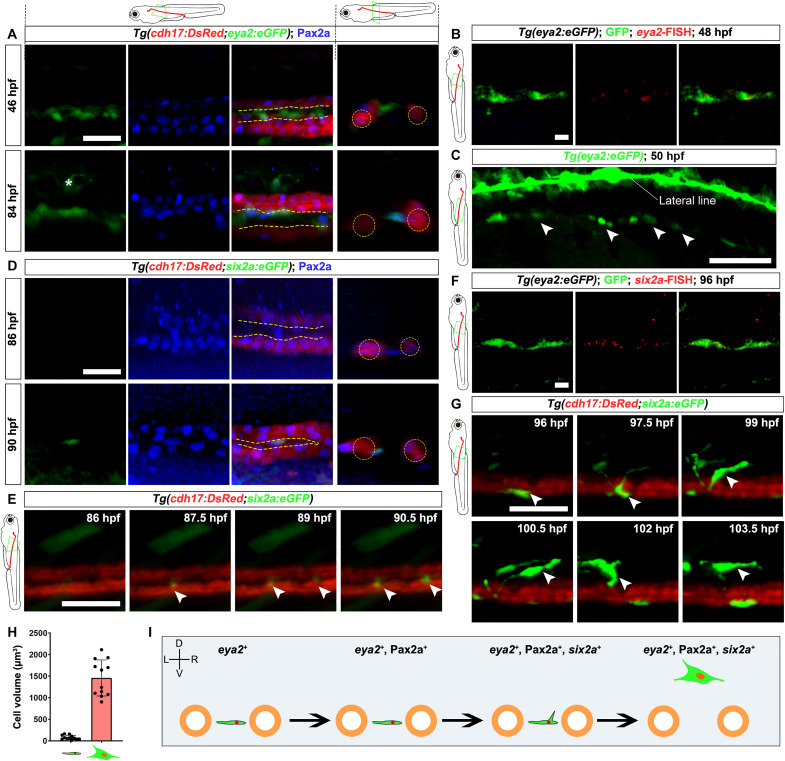
RSC generation process. (**A**) Confocal images of Pax2a immunofluorescence in *Tg(cdh17:DsRed;eya2:eGFP)* zebrafish show that *eya2*^+^ cells emerge at 46 hpf, and these cells start expressing Pax2a by 84 hpf. *cdh17:DsRed* labels renal tubular epithelial cells. The asterisk indicates other *eya2:eGFP*^+^ cell types that have yet to be identified. The yellow dashed lines indicate the intermediate region between the two renal tubules. The line diagram at the top indicates that the images were captured from zebrafish embryos. The red lines represent the renal tubules, while the green box indicates the region and orientation of image acquisition. (**B**) Combination of *eya2*-FISH and GFP immunofluorescence in *Tg(eya2:eGFP)* zebrafish at 48 hpf. (**C**) Confocal image showing *Tg(eya2:eGFP)* zebrafish at 50 hpf. Arrowheads indicate RSCs arranged in a cord-like structure. The structure above it is the lateral line. (**D**) Confocal images of Pax2a immunofluorescence in *Tg(cdh17:DsRed;six2a:eGFP)* zebrafish at 86 and 90 hpf, demonstrating that *six2a* is first expressed at 90 hpf. (**E**) Time-lapse observation of *Tg(six2a:eGFP;cdh17:DsRed)* zebrafish from 86 to 90.5 hpf. Arrowheads indicate *six2a:eGFP*^+^ RSCs. (**F**) Combination of *six2a*-FISH and GFP immunofluorescence in *Tg(eya2:eGFP)* zebrafish at 96 hpf. (**G**) Time-lapse observation of *Tg(cdh17:DsRed;six2a:eGFP)* zebrafish from 96 to 103.5 hpf. Arrowheads indicate *six2a:eGFP*^+^ RSC. (**H**) The cell volume of *six2a:eGFP*^+^ RSCs in (G) (96 and 103.5 hpf) was measured using ImageJ (*n* = 12 cells from three fish). (**I**) Graphical abstract summarizing RSC generation. A subset of *eya2*^+^ mesenchymal cells begins to express Pax2a at approximately 84 hpf, followed by the expression of *six2a*, which facilitates the maturation of RSCs. Yellow circles represent cross sections of the pronephric tubules, and green cells denote RSCs. Axial orientation is shown in the top left corner, indicating the dorsal (D)–ventral (V) and left (L)–right (R) axes. Scale bars, 50 μm [(A) to (G)].

Immunofluorescence with Pax2a, which marks RPCs and renal tubules (*16*, *23*), revealed that a subset of *eya2:eGFP*^+^ cells began expressing Pax2a from 84 hpf onward (Fig. 2A). At 90 hpf, these Pax2a^+^ cells began to express *six2a:eGFP* (Fig. 2D), and this signal gradually intensified over time (Fig. 2E and movies S1 and S2). To further confirm the identity of these cells, we performed *six2a* FISH on 96 hpf *Tg(eya2:eGFP)* embryos. The results showed that *six2a*^+^ cells located between the pronephric tubules were also *eya2*^+^ (Fig. 2F). Starting at 97 hpf, the *six2a:eGFP*^+^ cells began to extend pseudopodia and migrate dorsally, ceasing ~20 μm above the pronephric ducts (Fig. 2G and movie S3). Concurrently, the cell volume expanded ~18.5-fold (Fig. 2, G and H). These data indicate that a subset of *eya2*^+^ mesenchymal cells began to express Pax2a by approximately 84 hpf, followed by the initiation of *six2a* expression and the maturation of RSCs (Fig. 2I).

### Differentiation and renewal of RSCs

Subsequently, as more *six2a*^+^ cells migrated above and aligned along the pronephric tubules, they began to aggregate (fig. S7A). At approximately 8 dpf, using the *Tg(lhx1a:DsRed;six2a:eGFP)* hybrid line, we observed the onset of DsRed expression in *six2a*^+^ RSCs (Fig. 3A), confirming that the *lhx1a*^+^ cells identified in previous studies (*11*) originate from *six2a*^+^ cells. Consistent with prior findings (*11*), these *lhx1a*^+^ cells begin to form cell aggregates and undergo differentiation and proliferation, ultimately giving rise to renal vesicles (RVs). The RVs then elongate, forming new nephrons (fig. S7, A and B). To further confirm that *six2a*^+^ cells form cell aggregates, we performed photoconversion-based lineage tracing using Kaede, a fluorescent protein that shifts from green to red under ultraviolet light, making it ideal for cell lineage analysis (*29*). By crossing *TgKI(six2a-p2a-Gal4-VP16)* with *Tg(UAS:Kaede)*, we generated the hybrid *Tg(six2a:Kaede)* line, which enabled continuous Kaede expression in RSCs (fig. S7C). At 9 dpf, we photoconverted individual *six2a:Kaede*^+^ cells one at a time and tracked their fate. These cells clustered with other RSCs to form cell aggregates (fig. S7C). Previous studies using real-time tracking analysis and laser ablation have established that *lhx1a*^+^ cell aggregates act as precursors for nephron formation (*11*). In parallel, our research reveals that *six2a*^+^ cells are constituent cells of these aggregates. Thus, *six2a*^+^ cells serve as precursor cells for both aggregate and nephron formation.

**Fig. 3.**
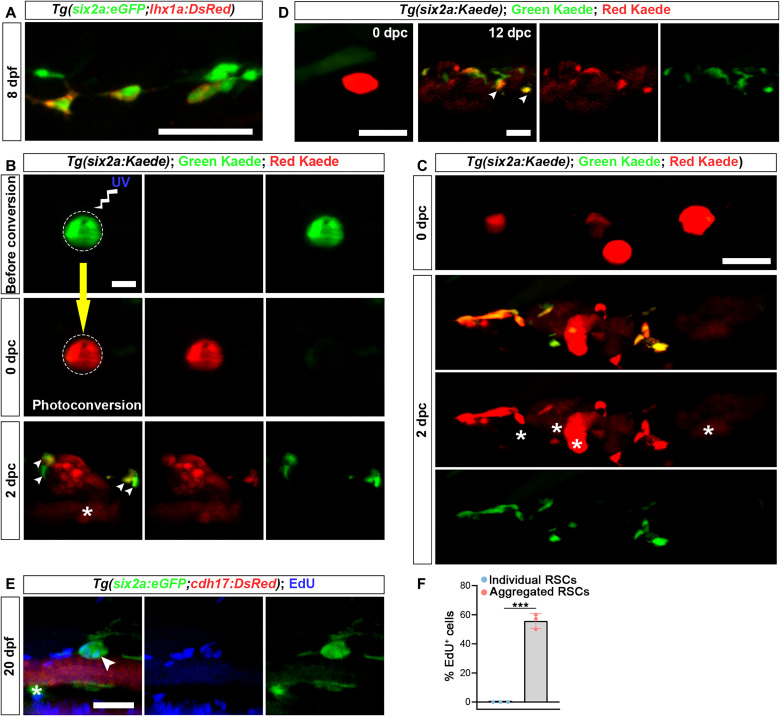
Renewal of RSCs. (**A**) Confocal images of *Tg(six2a:eGFP;lhx1a:DsRed)* zebrafish at 8 dpf show that *six2a:eGFP*^+^ RSCs begin to express *lhx1a* at this stage. (**B**) Confocal images showing *six2a:Kaede*^+^ RSC aggregate before and after photoconversion. Only the circled area was photoconverted. The asterisk indicates red Kaede^+^ nascent nephrons, while arrowheads indicate nascent RSCs. dpc, days postphotoconversion. (**C**) In individuals where all RSCs that had formed aggregates were photoconverted, nascent RSCs exhibited red fluorescence at 2 dpc. Asterisks indicate red Kaede^+^ nascent nephrons. (**D**) Long-term photoconversion-based lineage tracing revealed that nascent RSCs were capable of forming cell aggregates in newly formed nephrons at 12 dpc. Arrowheads indicate newly formed RSC aggregates. (**E**) EdU assay of *Tg(six2a:eGFP;cdh17:DsRed)* zebrafish at 20 dpf. EdU incorporation is primarily observed in RSC aggregate (arrowhead) rather than in individual RSCs (asterisk). (**F**) Quantification of EdU^+^ RSCs from (E), showing the proportion of EdU^+^ cells within aggregates or as individual RSCs. *n* = 3 fish, with 30 cells analyzed per group within each fish. Scale bars, 50 μm [(A) to (E)].

To further investigate the differentiation process of cell aggregates, we used the *Tg(six2a:Kaede)* line. By specifically photoconverting one cell aggregate and tracking it, we found that a cell aggregate could give rise to a new nephron and five to seven RSCs (*n* = 6 cell aggregates from six fish) surrounding it (Fig. 3B). Immunofluorescence revealed that red Kaede colocalized with Pax2a and podocin (podocyte marker) (fig. S8A) (*30*), indicating their differentiation into all epithelial cell types of the nephron. Simultaneously, we conducted experiments on individuals in which all the RSCs clustered into cell aggregates and photoconverted all of the aggregates (Fig. 3C). Through tracking, all individual RSCs around the new nephrons displayed red fluorescence (*n* = 4 fish) (Fig. 3C), demonstrating that the newly generated RSCs all originated from cell aggregates. Continuing our tracking, we observed that nascent red fluorescent RSCs could aggregate in the renal tubules of newly formed nephrons, forming RSC aggregates (Fig. 3D). This indicated the capacity of nascent RSCs for ongoing renewal and differentiation.

A hallmark of classical stem cells, including hematopoietic stem cells, is their sustained self-renewal ability (*31*). To investigate this phenomenon in zebrafish RSCs, we used an EdU assay to determine whether RSCs undergo self-renewal or generate subsequent generations through proliferation within cell aggregates. Our analysis revealed no EdU incorporation in individual eGFP^+^ RSCs in juvenile *Tg(six2a:eGFP)* zebrafish, whereas proliferative signals were exclusively detected within RSC aggregates (Fig. 3, E and F). These findings suggest that individual RSCs lack the capacity for self-renewal via proliferation. Given that proliferative activity is restricted to cell aggregates and that these aggregates are capable of generating nascent RSCs, we conclude that RSC renewal occurs within RSC aggregates.

To further elucidate the RSC renewal process, we performed FISH on cell aggregates before RV formation to detect the differentiation marker genes *lef1*, *wnt4a*, and *pax8* in RSCs (*11*, *13*, *32*). We confirmed that, following aggregation, all RSCs initiated the expression of these genes (Fig. 4A), indicating the onset of their differentiation. Using immunofluorescence for Pan-cadherin (*13*), we identified cell-cell junctions within the aggregates (Fig. 4B). In addition, immunofluorescence staining revealed a significant increase in the MET marker Cdh1 (*33*) during the formation of cell aggregates by RSCs (Fig. 4C), suggesting that RSCs undergo MET during differentiation. Cells within aggregates can proliferate rapidly (*13*, *32*). These results indicate that RSCs undergo differentiation and proliferation after aggregation.

**Fig. 4.**
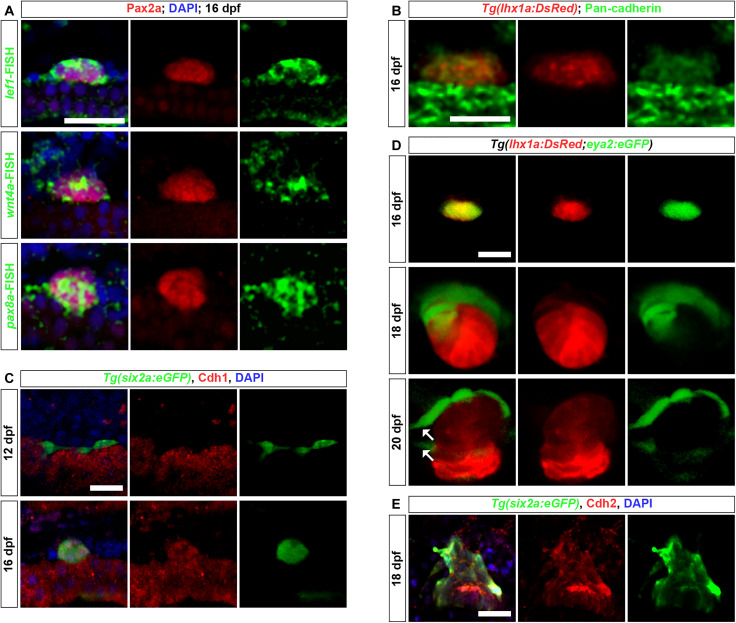
MET and EMT processes during RSC renewal. (**A**) The combination of *lef1*, *wnt4a*, and *pax8* FISH with Pax2a immunofluorescence shows high expression of *lef1*, *wnt4a*, and *pax8* in Pax2a^+^ RSC aggregates at 16 dpf. (**B**) Pan-cadherin immunofluorescence in *Tg(lhx1a:DsRed)* zebrafish at 16 dpf indicates that RSCs begin to establish cell junctions after aggregation. (**C**) Cdh1 immunofluorescence in *Tg(six2a:eGFP)* zebrafish shows that RSC aggregates begin to express the MET marker Cdh1 after aggregation. (**D**) Confocal images of *Tg(lhx1a:DsRed;eya2:eGFP)* zebrafish at 16, 18, and 20 dpf. Arrows indicate newly formed individual RSCs. (**E**) Cdh2 immunofluorescence in *Tg(six2a:eGFP)* zebrafish shows that RSC aggregates highly express the EMT marker Cdh2 during the generation of new RSCs. Scale bars, 50 μm [(A) to (E)]. DAPI, 4′,6-diamidino-2-phenylindole.

Subsequently, we crossed *Tg(six2a:eGFP)* or *Tg(eya2:eGFP)* lines with *Tg(lhx1a:DsRed)* to study RSC renewal in these hybrids. During the initial formation of cell aggregates, both *eya2:eGFP* and *six2a:eGFP* were highly expressed throughout the cell aggregate (Fig. 4D and fig. S8B). As development progressed, the cells at the base of the aggregate maintained strong *lhx1a:DsRed* expression and diminished eGFP expression. Conversely, the apex of the aggregate showed strong eGFP and minimal DsRed expression. As the cell aggregates elongated, individual cells positive for *eya2:eGFP* or *six2a:eGFP* detached from the apex of the cell aggregates and forming nascent RSCs (Fig. 4D and fig. S8B). To assess whether nascent RSCs coexpress *eya2* and *six2a*, we crossed *Tg(pax2a:DsRed)* fish with *Tg(six2a:eGFP)* or *Tg(eya2:eGFP)* and examined nascent RSCs. All *six2a:eGFP*^+^ RSCs were *pax2a:DsRed*^+^, and all *pax2a:DsRed*^+^ RSCs were *eya2:eGFP*^+^ (fig. S8, C and D), indicating that nascent RSCs are double-positive for *eya2* and *six2a*.

The transformation of differentiating epithelial cells into mesenchymal stem cells indicates that dedifferentiation and EMT may be occurring. To confirm the presence of EMT, we assessed the expression of Cdh2, a well-known EMT marker (*34*). Immunofluorescence studies revealed high levels of Cdh2 in both mature aggregates and detaching RSCs (Fig. 4E), thereby substantiating the occurrence of dedifferentiation and EMT within the aggregates. To investigate whether all apex cells develop into nascent RSCs, we labeled and tracked entire cell aggregates in the *Tg(six2a:Kaede)* line. In ~16.6% of these aggregates (*n* = 12 aggregates from 12 fish), a small subset of apex cells with strong green fluorescence also differentiated into nephron epithelial cells (fig. S8E). This indicates that not all apex cells generate nascent RSCs, although the proportion of such events is relatively low.

### The renewal of RSCs during kidney regeneration

We first monitored RSC renewal using the *Tg(eya2:eGFP;lhx1a:DsRed)* line during adult kidney regeneration (Fig. 5A). In each uninjured kidney, we identified approximately 70 *lhx1a:DsRed^+^* RSC aggregates without *eya2* expression (*n* = 10 fish). By counting the number of 4′,6-diamidino-2-phenylindole–positive nuclei within these aggregates, we found that each consisted of approximately 12 cells [12 ± 2.13 (mean ± SD); *n* = 20 aggregates from five fish] (Fig. 5A). The quiescent state is one of the basic states of adult stem cells, which preserves stem cell renewal and genomic integrity (*35*). To determine whether these aggregates were quiescent, we administered EdU intraperitoneally to uninjured adult fish at 3-day intervals for a total of seven injections. Analysis of the kidneys postinjection revealed that more than 99% of the cells within the aggregates were EdU negative (*n* = 120 cells from 10 aggregates) (Fig. 5B), indicating that they were predominantly in a nonproliferative, quiescent state.

**Fig. 5.**
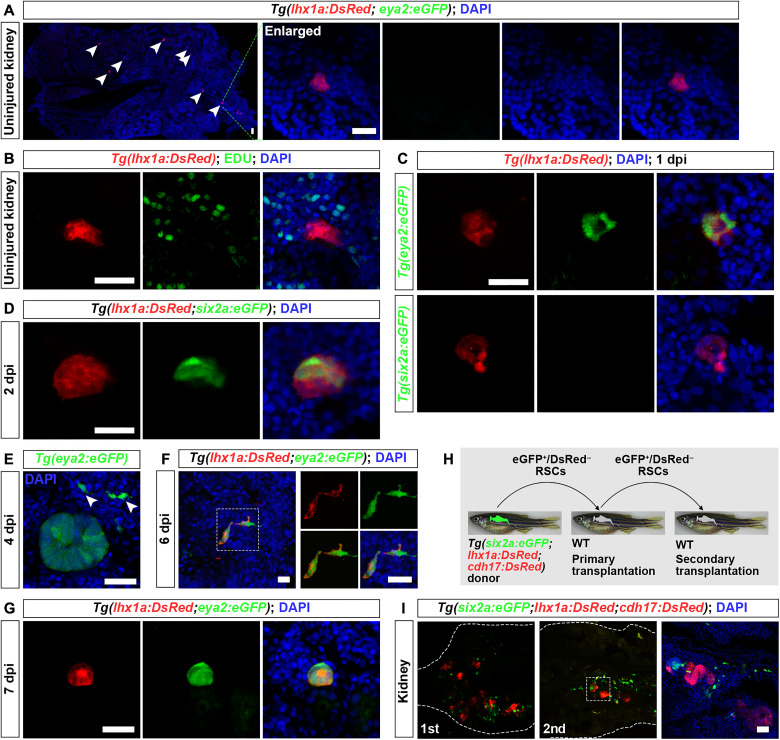
Renewal of RSCs in adult kidneys. (**A**) Confocal images of uninjured adult *Tg(lhx1a:DsRed;eya2:eGFP)* kidney sections showing *lhx1a:DsRed*^+^ RSC aggregates, with the cell aggregate (indicated by arrowheads) magnified for detailed observation. At this stage, RSC aggregates do not express *eya2:eGFP*. (**B**) EdU assay of uninjured *Tg(lhx1a:DsRed)* kidney sections. EdU was administered intraperitoneally every third day until kidney collection for analysis. Results show that most RSC aggregates are not labeled by EdU. (**C**) Confocal images of *Tg(lhx1a:DsRed;eya2:eGFP)* and *Tg(lhx1a:DsRed;six2a:eGFP)* kidney sections at 1 dpi, showing that the aggregates begin to express *eya2:eGFP* but not *six2a:eGFP*. Each RSC aggregate contains approximately 20 cells at this stage. (**D**) Confocal images of *Tg(lhx1a:DsRed;six2a:eGFP)* kidney sections at 2 dpi, showing the appearance of *six2a:eGFP*^+^ cells. By this stage, the RSC aggregates expand to approximately 50 cells. (**E**) Confocal images of *Tg(eya2:eGFP)* kidney sections at 4 dpi, indicating that nascent RSCs emerge. Arrowheads indicate individual RSCs. (**F** and **G**) Confocal images of *Tg(lhx1a:DsRed;eya2:eGFP)* kidney sections at 6 dpi (F) and 7 dpi (G), showing that nascent RSCs begin to express *lhx1a* and aggregate to form new cell aggregates. (**H**) Schematic of the serial transplantation assay. (**I**) Confocal images showing donor-derived nephrons (*cdh17:DsRed*^+^) and RSCs (*six2a:eGFP*^+^) in primary and secondary engrafted recipients. White dashed lines indicate the boundary of the kidney. Scale bars, 50 μm [(A) to (E) and (G) to (I)] and 10 μm (F).

However, upon injury, quiescent cell aggregates began to proliferate and initiated *eya2* expression (Fig. 5C). In injured adult kidneys of *Tg(eya2:eGFP;lhx1a:DsRed)* and *Tg(six2a:eGFP;lhx1a:DsRed)* lines, we observed that most cells initiated *eya2:eGFP* expression within the aggregates at 1 dpi. At this stage, the cell count of each aggregate had increased to approximately 20 [20.4 ± 3.0 (mean ± SD); *n* = 20 aggregates from five fish] (Fig. 5C). Later, as the aggregates expanded, the apex cells within these aggregates began expressing *six2a:eGFP*, and the cell count of the aggregates was approximately 51 [51.2 ± 4.4 (mean ± SD); *n* = 20 aggregates from five fish] (Fig. 5D). These findings indicated that *eya2* reactivation precedes that of *six2a*, suggesting a primary role in the renewal of RSCs. By 4 dpi, a substantial population of *eya2:eGFP*^+^ and *six2a:eGFP*^+^ RSCs had detached from the cell aggregates, giving rise to a new generation of RSCs (Fig. 5E and fig. S9A). Pax2a immunofluorescence revealed that all individual nascent RSCs were *eya2*^+^, *six2a*^+^, and Pax2a^+^ (fig. S9, A and B). This mode of RSC renewal mirrors the mechanism underlying RSC renewal during kidney development. By 6 dpi, nascent RSCs began expressing *lhx1a:DsRed* (Fig. 5F and fig. S9C). By 7 dpi, these nascent RSCs reaggregated to form a new batch of cell aggregates (Fig. 5G and fig. S9D). All cells within these nascent aggregates were *eya2:eGFP*^+^, which differed from the cell aggregates activated from a quiescent state, where only a subset expressed *eya2* (Fig. 5C). This demonstrates that these cell aggregates are formed by nascent RSCs and further supports the sustained renewal and differentiation ability of RSCs.

To further demonstrate the sustained renewal and differentiation capacity of adult RSCs, we conducted serial transplantation experiments (Fig. 5H). RSCs activated at 4 dpi were *six2a^+^*, *eya2^+^*, and *lhx1a*^−^. Therefore, we used a strain obtained by crossing the *Tg(six2a:eGFP)*, *Tg(cdh17:DsRed)*, and *Tg(lhx1a:DsRed)* lines, named *Tg(six2a:eGFP;cdh17:DsRed;lhx1a:DsRed)*, as the donor. In the adult kidneys of this strain, we distinctly identified eGFP^+^ DsRed^−^ RSCs, eGFP^+^ DsRed^+^ RSC aggregates and eGFP^−^ DsRed^+^ nephrons at 4 dpi. After transplanting approximately 50 eGFP^+^ DsRed^−^ RSCs, by day 21 posttransplantation, we detected new nephrons, RSC aggregates, and RSCs in 38% of the irradiated AB-recipient fish kidneys (*n* = 50 fish). In one case, approximately 8 nephrons, 10 RSC aggregates, and 78 RSCs were produced (Fig. 5I). We then performed a second transplantation using RSCs from the transplanted kidneys. This subsequent round also led to new nephrons, RSC aggregates, and RSCs in 25% of kidneys (*n* = 20 fish) (Fig. 5I). These serial transplantation experiments, combined with the lineage tracing experiments mentioned above, demonstrated the ability of RSCs to sustain renewal and differentiation.

### Eya2 regulated RSC renewal through interaction with Six1b

To validate the contribution of *eya2* to RSC renewal, we first performed *eya2*-FISH in the kidneys of *Tg(six2a:eGFP)* fish at 4 dpi. The results revealed that *eya2* was highly expressed in RSCs (Fig. 6A). Subsequently, we used CRISPR-Cas9 to generate an *eya2* mutant strain. In *eya2*^−/−^ adult kidneys, we observed a marked reduction in RSC renewal at 5 dpi, although renewal was not entirely halted (Fig. 6, B and C). Considering prior findings on genetic compensation by analogous genes in mutants (*36*), we assessed whether *eya1* compensates for *eya2* in *eya2^−/−^* kidneys. Quantitative reverse transcription polymerase chain reaction (qRT-PCR) indicated a substantial increase in *eya1* expression postinjury in *eya2*^−/−^ kidneys compared to its low expression in wild-type (WT) kidneys (Fig. 6D). Similarly, FISH also detected an up-regulation of *eya1* in RSCs within *eya2*^−/−^ kidneys at 4 dpi (Fig. 6E). This suggests genetic compensation by *eya1* in *eya2^−/−^*, although *eya1* did not fully restore RSC renewal efficiency. Because of the absence of genetic compensation in gene knockdown experiments (*36*), we used *eya2* vivo-morpholino (vivo-MO) to knock down the expression of *eya2* in adult *Tg(six2a:eGFP)* kidneys (fig. S10A). This resulted in the inhibition of *six2a:eGFP* reexpression in cell aggregates and renewal of RSCs (Fig. 6, F and G). These findings suggest that *eya2* is essential for RSC renewal.

**Fig. 6.**
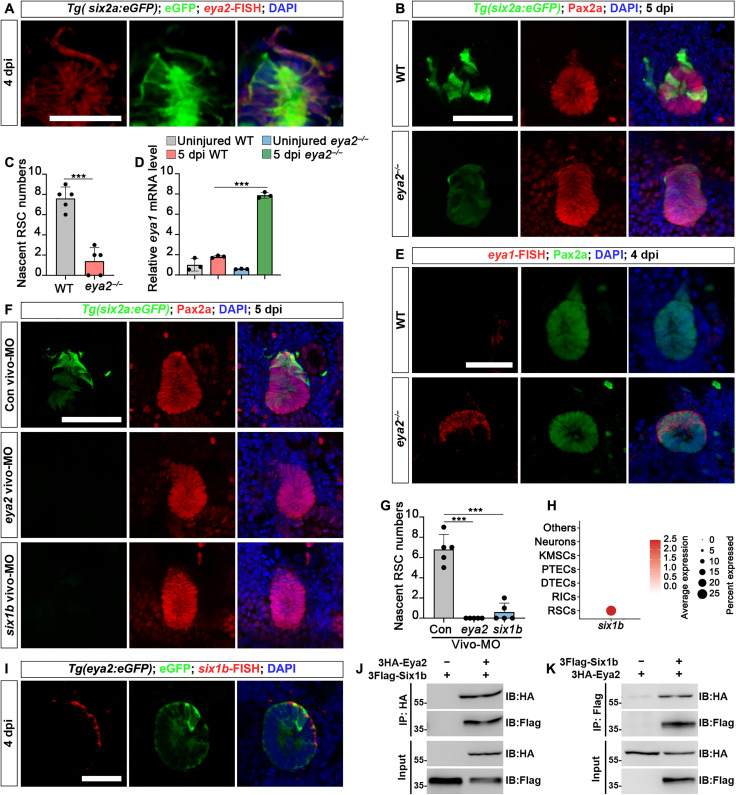
Eya2-Six1b complex regulates RSC renewal. (**A**) Combination of *eya2*-FISH and GFP immunofluorescence in *Tg(six2a:eGFP)* zebrafish at 4 dpi. (**B**) Confocal images of Pax2a immunofluorescence in *Tg(eya2:eGFP)* kidney sections show a significant reduction of nascent RSCs in *eya2*^−/−^ kidneys compared to WT at 5 dpi. (**C**) Quantification of nascent *six2a:eGFP*^+^ RSCs in WT and *eya2*^−/−^ zebrafish kidney sections from (A). *n* = 5 cell aggregates for both groups. (**D**) qRT-PCR analysis of *eya1* expression in WT and *eya2*^−/−^ zebrafish kidneys, both uninjured and at 5 dpi. The data are presented as fold changes relative to *eya1* levels in the uninjured WT. (**E**) Combination of *eya1* FISH and Pax2a immunofluorescence in *eya2*^−/−^ zebrafish at 4 dpi. (**F**) Confocal images of adult *Tg(six2a:eGFP)* kidneys at 5 dpi following administration of control vivo-MO, *eya2* vivo-MO, or *six1b* vivo-MO at −1, 2, and 4 dpi. (**G**) Quantification of the number of *six2a:eGFP*^+^ RSCs around cell aggregates in (F). *n* = 5 cell aggregates for all groups. (**H**) Dot plot showing the relative expression of *six1b* in different kidney cell types. (**I**) At 4 dpi, *six1b* FISH in *Tg(eya2:eGFP)* kidneys demonstrated the coexpression of *eya2* and *six1b* in RSCs. (**J** and **K**) Coimmunoprecipitation assay demonstrating the interaction between Eya2 and Six1b. 3HA-Eya2 and 3Flag-Six1b were coexpressed in HEK293T cells. The data in [(C), (D), and (G)] were analyzed using a two-sided *t* test and are presented as mean values ± SD. ***P < 0.001. Scale bars, 100 μm [(A) to (I)]. IB, immunoblotting.

Eya2 predominantly interacts with Six1 and playing a pivotal role in the development of organs, including the eyes and inner ear (*37*). Nonetheless, *Eya2* expression has not been detected in mammalian RPCs during kidney development (*9*, *15*). This raised the question of whether Eya2 operates via Six1b in zebrafish RSCs. 

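In the 4 dpi kidney libraries, *six1b* reached 65.7 ± 13.2 CPM in RSC-like cells and 0.0401 ± 0.0360 CPM in all other cells (SD, n = 4 libraries each), a log2 fold change of 10.13 (standard error 0.673, adjusted p = 2.35e-05 from edgeR's quasi-likelihood test). It was higher in RSC-like cells in 4 of 4 libraries. A *six1b* UMI was found in 32 of 127 RSC-like cells, or 25.2% (exact Clopper-Pearson 95% interval 17.9% to 33.7%), and all of these were among the 88 cells that are not follicle-like, or 36.4% of them. The 28 other clusters held 10 *six1b* UMIs in 9 of 30881 cells, and the highest share among these clusters was 0.376%. After thinning to 2000 UMIs per cell, the share in RSC-like cells was 8.41% of 107 cells. Sub 1-like and sub 2-like cells had 103 ± 50.4 and 46.4 ± 24.4 CPM, a difference that did not pass the threshold (log2 fold change 1.33, standard error 0.510, adjusted p = 0.128 from edgeR).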

By analyzing scRNA-seq data from adult RSCs, we found high *six1b* expression (Fig. 6H). This expression pattern was further verified using FISH (Fig. 6I). To investigate whether zebrafish Eya2 interacts physically with Six1b, we observed that in human embryonic kidney (HEK) 293T cells, hemagglutinin (HA)–tagged Eya2 coimmunoprecipitated with Flag-tagged Six1b (Fig. 6, J and K), confirming their interaction. In addition, we investigated the involvement of *six1b* in RSC renewal. Knockdown of *six1b* with vivo-MO during kidney regeneration inhibited RSC renewal and *six2a:eGFP* reexpression, mimicking *eya2* deficiency effects (Fig. 6, F and G, and fig. S10B). Six1 activates key genes involved in RPC development such as *Pax2*, *Sall1*, and *Six2* (*38*). This explains how *eya2* regulated the production of *six2a:eGFP*^+^ cells. These results suggest that the Eya2-Six1b interaction regulates RSC renewal.

### Wnt signaling pathway regulated the renewal of RSCs through *eya2*

The Wnt signaling pathway is crucial for nephron development and regeneration, and the differentiation of both zebrafish RSCs and mammalian RPCs is directly regulated by key factors such as *Wnt4*, *Fzd9*, and *Lef1* (*13*, *32*, *39*). To assess the impact of Wnt signaling pathway on RSC renewal, we first examined the effects of varying concentrations of iCRT 14, a Wnt inhibitor (*40*), and the absence of *fzd9b* on RSCs. Our findings revealed that in *fzd9b*^−/−^, cell aggregate differentiation, and proliferation were significantly reduced (*32*), accompanied by a substantial decrease in the number of renewing RSCs (Fig. 7, A and B). Western blot analysis revealed that Eya2 expression was markedly suppressed (Fig. 7C). Treatment with high concentrations of iCRT 14 (80 μM) effectively inhibited Wnt signaling, halting the renewal of RSCs and the reexpression of Eya2 (Fig. 7, D to F). In contrast, low concentrations of iCRT 14 (5 μM) enhanced RSC renewal (Fig. 7, D to F) but reduced expression of nephron differentiation markers *wnt4a* and *slc20a1a* (proximal tubule marker) (Fig. 7H) (*11*). Conversely, 6-bromoindirubin-3′-oxime (BIO) (10 μM), a Wnt activator (*41*), decreased RSC renewal (Fig. 7, D to E and G) while increasing expression of these markers (Fig. 7H). This indicates the necessity for balanced Wnt signaling in zebrafish RSC renewal.

**Fig. 7.**
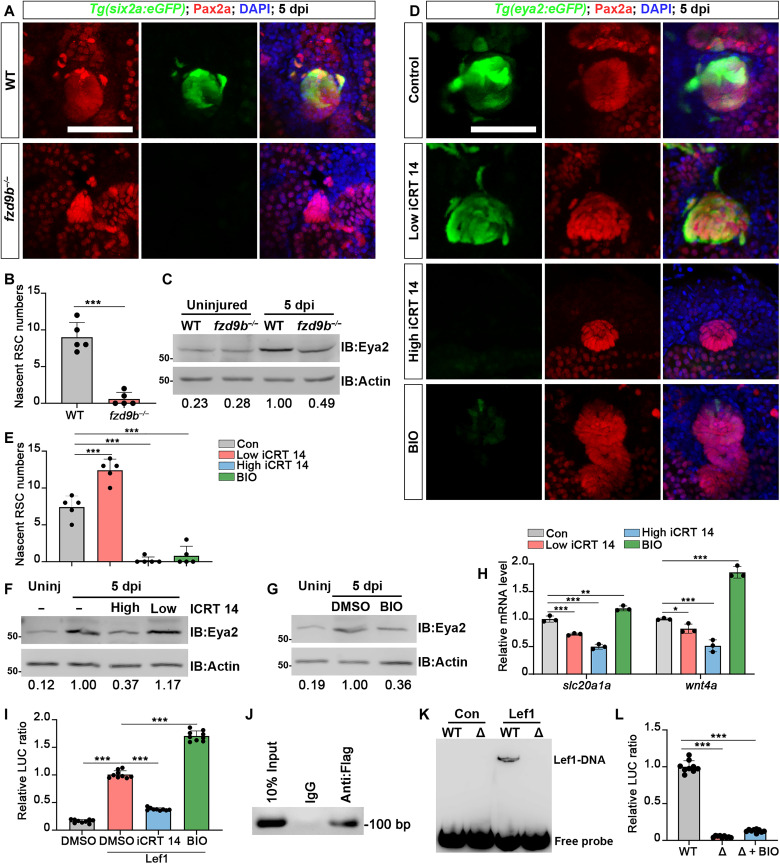
Wnt regulates the renewal of RSCs by directly activating *eya2* expression. (**A**) Pax2a immunofluorescence in *Tg(six2a:eGFP)* kidney sections shows reduced RSC renewal in *fzd9b*^−/−^ zebrafish at 5 dpi. (**B**) Quantification of RSCs generated per aggregate in WT and *fzd9b*^−/−^ kidneys (A, *n* = 5). (**C**) Western blot of Eya2 levels in WT and *fzd9b*^−/−^ kidneys at 5 dpi, normalized to actin and expressed as fold change relative to WT. (**D**) Confocal images of adult *Tg(eya2:eGFP)* kidneys at 5 dpi, treated with Low iCRT 14 (5 μM, 10 μl per fish), high iCRT 14 (80 μM, 10 μl per fish), BIO (10 μM, 10 μl per fish), or dimethyl sulfoxide (DMSO; 0.1%, 10 μl per fish) at 2 and 4 dpi. (**E**) Quantification of the number of RSCs generated per aggregate (D, *n* = 5). (**F** and **G**) Western blot analysis of Eya2 levels in uninjured kidneys and kidneys at 5 dpi after administration (at 2 and 4 dpi) of iCRT 14, BIO, or DMSO. (**H**) qRT-PCR analysis of *slc20a1a* and *wnt4a* expression in kidneys at 5 dpi after administration (at 2 and 4 dpi) of low iCRT 14, high iCRT 14, BIO, or DMSO, expressed as fold change versus WT. (**I**) Relative *eya2* promoter–driven luciferase (LUC) activity measured in HEK293T cells and *lef1*-overexpressed HEK293T cells after administration of iCRT 14 (40 μM), BIO (0.6 μM), or 0.1% DMSO. (**J**) Chromatin immunoprecipitation followed by polymerase chain reaction (ChIP-PCR) confirming Lef1 binding to the predicted genomic site in zebrafish embryos (*n* = 9). (**K**) EMSA shows Lef1 binds *eya2* promoter sequence 5′-CATCAAAG-3′ (Δ: sequence deleted). (**L**) Relative *eya2* promoter–driven LUC activity measured in *lef1*-overexpressed HEK293T cells (*n* = 9). The data in [(B), (E), (H), (I), and (L)] were analyzed by a two-sided *t* test, mean ± SD; *P < 0.05, **P < 0.01, and ***P < 0.001. Scale bars, 100 μm [(A) and (D)].

Multiple studies have demonstrated that Wnt signaling plays a central role in balancing mammalian RPC renewal and differentiation (*42*–*45*). Elevated Wnt signaling can suppress Six2 function by interacting with β-catenin, thus favoring the expression of differentiation genes such as *Wnt4* and *Fgf8* in RPCs. Conversely, low Wnt signaling allows Six2 to associate with Tcf proteins, thereby inhibiting *Wnt4* and *Fgf8* expression and promoting mammalian RPC renewal (*42*). Given the extensive research on these processes in mammals, we now turn our attention to an unresolved question in zebrafish RSCs: Why does complete inhibition of Wnt activity suppress Eya2 expression and hinder RSC renewal?

We hypothesized that the expression of *eya2* is directly regulated by Wnt signaling. To test this, we engineered a luciferase reporter vector under the control of a 7-kb promoter region upstream of the *eya2* transcription start site. Lef1, a key nuclear factor in the Wnt pathway, interacts with β-catenin to regulate the expression of various target genes (*46*). Luciferase assays in HEK293T cells revealed that Lef1 overexpression significantly enhanced the *eya2* promoter activity (Fig. 7I). This activation was markedly reduced by the Wnt inhibitor iCRT 14 (40 μM), whereas the Wnt activator BIO (0.6 μM) increased promoter activity (Fig. 7I). These findings directly link Wnt signaling to the regulation of *eya2* expression. Furthermore, using the PROMO algorithm (*47*), we identified a Lef1 binding site within the *eya2* promoter at position −3923 to −3915 bp: CATCAAAG. To validate this prediction in vivo, we injected FLAG-tagged *lef1* mRNA into zebrafish embryos and subsequently used chromatin immunoprecipitation followed by polymerase chain reaction (ChIP-PCR). Our results confirmed that Lef1 specifically binds to the genomic region encompassing this predicted site in zebrafish (Fig. 7J). We also confirmed that Lef1 directly bound to this site using an electrophoretic mobility shift assay (EMSA) (Fig. 7K). Deletion of this site eliminated Lef1 binding (Fig. 7K) and abolished *eya2* promoter activity, rendering it unresponsive to modulation by either Lef1 overexpression or BIO treatment (Fig. 7L). Thus, Wnt signaling influenced the renewal of RSCs by directly regulating the reactivation of *eya2*. Therefore, Wnt signaling must achieve a precise equilibrium to facilitate nephron development and sustain the renewal of RSCs. Moreover, Wnt signaling plays a pivotal role in the activation of RSC renewal by directly regulating *eya2* expression.

## DISCUSSION

Our study revealed that zebrafish RSCs arise from *eya2*^+^ mesenchymal cells during embryonic development. These cells sequentially activate Pax2a and *six2a*, leading to RSC maturation. By 8 dpf, RSCs expressed *lhx1a* and formed aggregates. These aggregates then undergo MET and rapidly proliferate. Aggregates basal cells differentiate into mature nephrons, whereas a subset of apex cells dedifferentiates, undergoes EMT, and detaches to form nascent RSCs. In adult kidneys, RSCs remain quiescent within the aggregates. Triggered by developmental or regenerative signals, these cells engage in differentiation and renewal processes, producing nascent nephrons and RSCs (Fig. 8). This previously unidentified cell type, characterized by quintessential stem cell properties such as sustained renewal capacity, multipotent differentiation potential, and the ability to undergo quiescence, was definitively identified as RSCs. Zebrafish RSCs uniquely add nephrons to existing nephrons, unlike mammalian nephrogenesis, which requires ureteric bud and RPC interactions (*9*, *15*). Since human adult kidneys lack ureteric buds, the zebrafish model offers a promising strategy. Studying zebrafish RSCs will provide essential insights for the development of human RSCs and advance nephron regeneration therapies.

**Fig. 8.**
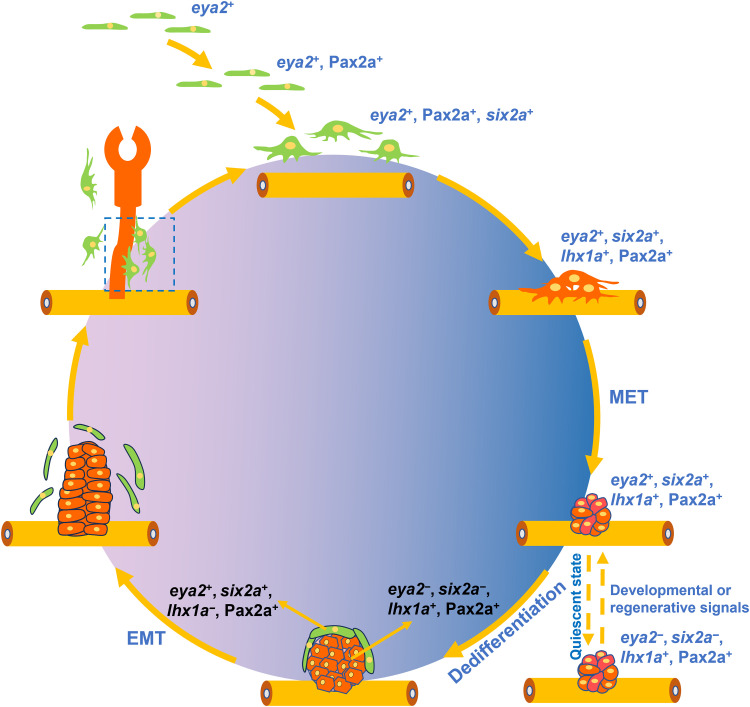
Schematic overview of zebrafish RSC renewal and differentiation. During zebrafish embryonic development, RSCs arise from *eya2*^+^ mesenchymal cells (shown as green cells). These cells then express Pax2a and *six2a*, maturing into functional RSCs. By 8 dpf, they begin expressing *lhx1a* (indicated as red cells) and aggregate, undergoing a MET to form compact cell aggregates. In the absence of developmental or injury-related signals, these aggregates enter a quiescent state. Upon reappearance of such signals, the aggregates reactivate: Base cells differentiate into nephrons, while apex cells regenerate RSCs through dedifferentiation and EMT. The newly formed RSCs reenter a cycle of generating new nephrons and additional RSCs.

In zebrafish, RSCs express *eya2*, which differs from the continuous expression of *Eya1* observed in mammalian RPCs. Both Eya1 and Eya2 are members of the Eya family and are characterized by a conserved EYA domain at the C terminus and lower conservation at the N terminus (*28*). Our study indicates that the genetic compensation of *eya1* in *eya2*^−/−^ cannot fully rescue RSC renewal, highlighting the stronger role of *eya2* in promoting RSC renewal. However, questions remain: Why do zebrafish RSCs use *eya*2, while mammals use *eya1*? What are the evolutionary reasons for and mechanisms underlying these differential gene expression patterns? These questions require further investigation.

Classical stem cells, such as hematopoietic stem cells, are characterized by their self-renewal ability, either through symmetric or asymmetric divisions, to maintain stemness in at least one daughter cell (*31*). Mammalian RPCs exhibit self-renewal for expansion but stop renewing around birth; hence, they are called progenitor cells (*3*, *4*). In organs such as the heart and liver, mature cells like cardiomyocytes and cholangiocytes can regenerate new cardiomyocytes and hepatocytes through dedifferentiation, proliferation, and redifferentiation (*48*–*50*). In contrast, zebrafish RSCs follow a distinct pattern: They first form aggregates and then transition into an epithelial-like intermediate state with high proliferative capacity. Aggregate apex cells, which reexpress *eya2* and *six2a* markers, dedifferentiate and undergo EMT to produce nascent RSCs. This cycle of differentiation, proliferation, and dedifferentiation characterizes RSC renewal in zebrafish. Consequently, we identified a previously unrecognized stem cell renewal mode that is distinct from the classical model. In addition, *eya2* is essential for this process. Yet, the transition from intermediate cells back to RSCs likely involves additional factors whose identification is crucial for the generation of human RSCs. Further investigation of these factors is essential. Simultaneously, quiescent RSC cell aggregates have been found in uninjured adult zebrafish kidneys, potentially enabling a swift kidney response to injury and improving survival in severe AKI. Mechanisms maintaining RSC quiescence are key topics for future research.

Balanced Wnt signaling is crucial for zebrafish RSC renewal and differentiation. Low Wnt activity promotes RSC renewal but decreases nephron differentiation, whereas high activity promotes the opposite. Zebrafish RSCs undergo gradient amplification during renewal. Our data showed that a cell aggregate formed by three to four RSCs could produce five to seven new RSCs, allowing for the progressive generation of more RSCs and nephrons. This mechanism ensures the simultaneous production of a significant number of nephrons during kidney development and regeneration. However, altering Wnt levels can disrupt this amplification process, leading to a shortage of nephrons or a continuous decrease in RSCs. Therefore, precise Wnt signaling is essential. In addition, our research indicates that Wnt signaling directly controls *eya2* expression, with Eya2 interacting with Six1b to activate critical RSC developmental genes. These mechanisms underscore the crucial role of Wnt signaling via Eya2 in both the differentiation and renewal of RSCs.

In summary, our study identified RSCs in zebrafish, with the main molecular markers determined as *eya2*, *six2a*, and Pax2a. RSCs undergo renewal through a differentiation-proliferation-dedifferentiation mode, which is distinct from classical stem cell self-renewal. Simultaneously, it was elucidated that the Wnt signaling pathway regulates the continuous renewal of RSCs through *eya2*. Unraveling the generation and renewal mechanisms of zebrafish RSCs will lay the foundation for developing therapeutic human RSCs.

## MATERIALS AND METHODS

### Zebrafish husbandry and transgenic lines

The zebrafish were bred, raised, and maintained according to standard protocols (*51*). The following transgenic lines were used: *Tg(cdh17:DsRed)* (*12*, *13*), *Tg(lhx1a:DsRed)* (*12*, *13*), *Tg(UAS:eGFP)* (*21*), *Tg(UAS:Kaede)* (*29*), *TgKI(six2a:p2a-Gal4-VP16)*, *Tg(pax2a:DsRed)*, *TgKI(eya1:p2a-Gal4-VP16)*, *TgKI(eya2:p2a-Gal4-VP16)*, *TgKI(osr1:p2a-Gal4-VP16)*, *TgKI(lhx1a:p2a-Gal4-VP16)*, *eya2*^−/−^, and *fzd9b*^−/−^. The AB strain was used as a WT control. For experiments involving adult zebrafish, individuals aged 6 to 12 months were selected, and approximately equal sex ratios were used. Anesthesia was achieved using 0.0168% buffered tricaine methanesulfonate (MS-222, Sigma-Aldrich). The animal care and use protocol was sanctioned by the Institutional Animal Care and Use Committee of the Army Medical University, China (approval number SYXK-PLA-2007035). Animal Research: Reporting of In Vivo Experiments (ARRIVE) guidelines have been followed where possible.

### Zebrafish model of AKI

AKI was induced in adult zebrafish by intraperitoneal injection of Gent as previously described (*11*, *14*). Specifically, a solution of Gent (2.7 μg/μl) was prepared, with each fish receiving a 20-μl dose via intraperitoneal administration. This procedure was performed on both the WT and other lines. Following the injection, each zebrafish was housed in an individual containment unit. The selection for further experimental analyses was based on the presence of proteinuria at 1 dpi.

### Single-cell RNA sequencing

Kidneys from 12 zebrafish, randomly selected at 4 dpi, were digested with 0.25% trypsin in 1.5-ml Eppendorf tubes to obtain single cells. These single cells were then subjected to a single-cell 3′ whole transcriptome amplification protocol. The libraries were sequenced on the Illumina NovaSeq platform, producing 150-bp paired-end reads at Novogene Bioinformatics Technology Co. Ltd., Tianjin, China. Quality assessment of the raw scRNA-seq reads was conducted using Fastp, which provides basic statistics to ensure data integrity. The scRNA-seq dataset comprised Read1 (R1), Read2 (R2), and i7 index read. The minimum read lengths were 60 bp for R1 and 42 bp for R2. R1 was essential for providing cell labels and molecular identifier information, whereas R2 provided crucial gene-specific details. Both R1 and R2 met quality standards for subsequent analysis. Data processing was conducted using UMI-tools (*52*) with the default parameters. The analytical pipeline included identifying authentic cells, extracting barcodes, filtering reads, mapping reads to the reference genome, assigning reads to specific genes, counting molecules, and generating gene-cell matrices. Data normalization, dimensionality reduction, clustering, and differential expression analyses were performed using the Seurat package (version 4.2). For clustering, we selected highly variable genes, and principal components derived from these genes were used to construct a graph segmented at a resolution of 0.6. Subclustering of the RSC population was accomplished by creating a new Seurat object containing only cells from cluster 15. The analytical steps of scaling, identification of highly variable genes, principal components analysis, and clustering were repeated, resulting in the identification of two distinct subclusters (sub 1 and sub 2). The sequencing data were archived in the Gene Expression Omnibus database under the accession code GSE 268624 (secure token: kxircimmblkxnat).

### CRISPR-Cas9 mutagenesis

The CRISPR-Cas9 target site within exon 2 of the *eya2* gene was identified using the CRISPR Design Tool (https://crisprscan.org/) (*53*). The guide RNA (gRNA) was designed to target the sequence 5′-GGGGGCGTCCCGCTGAAGTTTGG-3′ with the target sequence underlined. The gRNA construct included the T7 promoter and gRNA scaffold, which were cloned into the pMD19-T vector. The DNA template for gRNA was prepared by PCR amplification and then transcribed using the HiScribe T7 High Yield RNA Synthesis Kit (E2040S, New England Biolabs). For the mutagenesis, a mixture containing 1 nl of Cas9 protein (0.7 μM, M0646T, New England Biolabs) and gRNA (75 ng/μl) was injected into one-cell stage WT zebrafish embryos. Genomic DNA was extracted from the embryos at 24 hpf to assess the mutagenesis efficiency at the target site using PCR with primers listed in table S4. Sanger sequencing of the PCR products confirmed mutagenesis. Embryos exhibiting successful mutagenesis were grown until adulthood (F0 generation). The F1 generation was produced by mating F0 individuals with WT zebrafish, and genomic DNA from the tail tissue of F1 offspring was analyzed as described previously (*12*). The mutant allele *eya2*^+1^ was identified, validated using PCR and sequencing, and selected for further propagation. Thus, we established a stable *eya2* mutant line for further experimental analyses.

### Construction of transgenic lines

CRISPR-Cas9 knock-in was conducted as previously described (*21*). Briefly, a mixed solution containing 1 nl of Cas9 protein (0.7 μM, M0646T, New England Biolabs), gRNA (75 ng/μl), and donor plasmid harboring the knock-in sequence (30 ng/μl) was injected into one-cell stage WT embryos. Genomic DNA was extracted from these embryos at 24 hpf to verify the knock-in. Upon confirmation of knock-in, the treated embryos were raised to adulthood, similar to the F0 generation. Subsequent breeding of F0 individuals with WT zebrafish resulted in the F1 generation, which was also raised to adulthood. Genomic DNA was extracted from the tail tissues of F1 zebrafish and analyzed using PCR and sequencing. These confirmed that alleles were selectively propagated to establish a stable knock-in line for further analyses. The gRNA-targeted sequences, arm sequences, and primers used to verify the knock-in alleles are detailed in table S4. The knock-in zebrafish were hybridized to *Tg(UAS:eGFP)* lines to assess eGFP expression. This was performed to confirm whether the expression location of eGFP was consistent with previously reported patterns. To generate the *Tg(pax2a:DsRed)* construct, we first modified the previously established *lhx1a:DsRed/pI-SceI* plasmid (*12*, *13*) by replacing the *lhx1a* promoter with a 12-kb genomic fragment upstream of the *pax2a* transcription start site. The resulting *pax2a:DsRed/pI-SceI* plasmid was coinjected with I-SceI meganuclease (New England Biolabs, R0694S) into one-cell-stage zebrafish embryos. Injected embryos were raised to adulthood and screened for DsRed fluorescence in known *pax2a* expression tissues. A stable transgenic line, *Tg(pax2a:DsRed)*, was established on the basis of consistent germline transmission and tissue-specific expression.

### RSC serial transplantation

For the transplantation of *six2a:eGFP*^+^/*cdh17:DsRed*^−^/*lhx1a:DsRed*^−^ RSCs, adult AB zebrafish were used as recipients. The recipients were intraperitoneally injected with Gent to induce AKI. Four hours post-Gent injection, the fish underwent sublethal γ-irradiation at a dose of 30 Gy to prevent graft rejection (*11*). The donor zebrafish were *Tg(six2a:eGFP;cdh17:DsRed;lhx1a:DsRed)*. Kidneys dissected from these zebrafish at 4 dpi were treated with a 0.5% trypsin, 0.002% EDTA, and phosphate-buffered saline (PBS) for 2 min. They were then mechanically disrupted and filtered through a 40-μm nylon mesh. The eGFP^+^/DsRed^−^ cells were manually isolated using a mouth pipette and transferred onto a glass slide containing a drop of 1× PBS with 2% fetal calf serum. Cells were serially passed through three droplets of PBS/fetal calf serum to ensure the purity of nonpositive cells immediately before transplantation. Recipient fish were anesthetized using previously reported methods (*11*), and their kidneys were surgically exposed. Approximately 50 RSCs were injected into the renal trunk region of recipient zebrafish kidneys using a Hamilton syringe equipped with a 33-gauge needle, followed by surgical suturing. At 21 days posttransplantation, the recipient kidneys were excised to evaluate renewal and differentiation of the transplanted RSCs. The recipient kidneys containing RSCs were collected for subsequent transplantation.

### Photoconversion-based lineage tracing

At 16 dpf, *Tg(six2a:Kaede)* zebrafish larvae were immobilized in 1.0% low–melting point agarose for imaging procedures. Initial imaging was performed using dual 488/543-nm excitation wavelengths. Using the capability of the confocal microscope for targeted ultraviolet bleaching, a specific region of interest containing green Kaede–marked RSC aggregate was selected for photoconversion to red Kaede. After photoconversion, zebrafish were rescanned using the initial dual excitation wavelengths to confirm the shift from green to red fluorescence. The zebrafish were then released from the agarose and allowed to recover in the system water under dark conditions. Only those zebrafish that remained healthy postrecovery were selected for further analyses. Subsequently, the development of photoconverted cell aggregates was tracked every 2 to 4 days. The photoconverted zebrafish larvae were reimmobilized in 1.0% low–melting point agarose. Subsequently, the photoconverted regions were identified using their red fluorescence and reimaged. All photoconversion and imaging procedures were performed using a Nikon A1 confocal microscope.

### Preparation of anti-zebrafish podocin and Eya2 antibodies

We prepared anti-podocin, and anti-Eya2 antibodies were prepared as previously reported (*54*). Briefly, peptides corresponding to the C-terminal sequence of zebrafish podocin (CHGSDDGTKDSPM) and Eya2 (272 to 454 amino acids) were designed and synthesized. These peptides were then conjugated to keyhole limpet hemocyanin to generate immunogens. New Zealand white rabbits were immunized with these immunogens through a series of inoculations and blood collections, resulting in serum containing the antibodies. Last, specific anti-podocin and anti-Eya2 polyclonal antibodies were purified from the antiserum using protein A affinity chromatography, and their specificity was confirmed using Western blotting or immunofluorescence assays.

### Combined FISH and immunofluorescence

Combined FISH and immunofluorescence assays were performed as previously described (*55*). Briefly, kidneys were first fixed in 4% paraformaldehyde overnight at 4°C and then sectioned into 100-μm-thick slices. Sections underwent permeabilization with proteinase K (10 μg/ml), 0.1% Tween 20, and PBS for 20 min with gentle rocking. Riboprobes labeled with digoxigenin, corresponding to the zebrafish *eya2*, *six2a*, *wnt4a*, *lef1* (*13*), *eya1*, *six1b*, and *pax8* genes were synthesized from cDNA (table S4). These probes were detected using an anti–digoxigenin-peroxidase antibody (11207733910, Roche) combined with either the TSA Plus Cy3 (NEL744001KT, PerkinElmer) or TSA Plus Fluorescein systems (NEL741001KT, PerkinElmer). Following FISH, sections were processed for immunofluorescence staining. The primary antibodies used were anti-Pax2a (ab229318, Abcam) or anti-GFP (ab6658, Abcam). Detection was achieved using goat anti-rabbit immunoglobulin G (IgG) H&L conjugated with Alexa Fluor 633 (A21070, Thermo Fisher Scientific) or donkey anti-goat lgG conjugated with Alexa Fluor 647 (A-31573, Thermo Fisher Scientific). Confocal images were captured using a Nikon A1 microscope. The immunofluorescence assays for Pax2a and podocin described in the manuscript also used the aforementioned methods. Complete details of the antibodies used are listed in table S3.

### EdU assay

Cell proliferation in the zebrafish kidneys was evaluated using the Click-iT Plus EdU Alexa Fluor 647 Imaging Kit (C10640, Invitrogen). For juvenile zebrafish, 200 nl of 2 mM solution of EdU was injected into the heart. Three hours after injection, the juveniles were harvested and stained according to the manufacturer’s instructions provided with the kit. In adult zebrafish with uninjured kidneys, 20 μl of 200 μM EdU solution was administered intraperitoneally at 3-day intervals, with a total of seven injections. Subsequently, the kidneys were collected and stained to determine whether the *lhx1a*^+^ RSC aggregates were quiescent.

### Quantitative reverse transcription polymerase chain reaction

RNA was extracted from zebrafish kidney tissues using TRIzol reagent (15596018, Invitrogen). The cDNA was synthesized from the extracted RNA using the Prime Script II 1st Strand cDNA Synthesis Kit (9767, Takara). Quantitative PCR was then performed using TB Green Premix EX Taq II (RR820A, Takara). The primers used for amplifying *slc20a1a*, *wnt4a*, *eya1*, *eya2*, *six1b*, and *rpl13a* (*13*) are detailed in table S4. Gene expression levels were normalized to *rpl13a* mRNA expression to account for variations in input RNA.

### Coimmunoprecipitation

Recombinant proteins 3HA-Eya2 and 3Flag-Six1b were analyzed via coimmunoprecipitation using HA and Flag antibodies, respectively. HEK293T cells were cotransfected with *pCDNA3.1-3HA-eya2* and *pCDNA3.1-3Flag-six1b* vectors using Lipo8000 transfection reagent (C0533, Beyotime). Thirty-six hours posttransfection, cells were lysed using radioimmunoprecipitation assay buffer (P0013D, Beyotime) on ice. Lysates were incubated overnight with the respective antibodies at 4°C, followed by a 4-hour incubation with protein A/G-coupled beads at 4°C. The beads were then washed three times with washing buffer [50 mM tris-HCl (pH 7.4), 150 mM NaCl, and 0.5% Triton X-100]. Proteins were eluted using 100 mM glycine-HCl buffer (pH 3.0) and analyzed by Western blotting. Detailed information on the antibodies used is provided in table S3.

### Western blotting

Zebrafish kidneys were homogenized using a 1-ml syringe and a needle in cell lysis buffer [50 mM PBS (pH 7.4), 1% SDS, and 0.5% Triton X-100] supplemented with protease inhibitor (P1005, Beyotime). The homogenate was centrifuged at 12,000*g* for 20 min at 4°C, and the supernatant was collected as the protein sample. Protein concentration was quantified using a bicinchoninic acid protein assay kit (BL521A, Biosharp). Western blotting was performed according to standard procedures. The protein levels of Eya2 and β-actin were detected using enhanced chemiluminescence (ECL) with specific antibodies, as detailed in table S3. A rabbit polyclonal antibody against zebrafish Eya2, developed by HUABIO, was used.

### Pharmaceutical treatment

During kidney regeneration, iCRT 14 (5 or 80 μM, 10 μl per fish), BIO (10 μM, 10 μl per fish), or 0.1% dimethyl sulfoxide (10 μl per fish) was intraperitoneally injected individually every other day starting from 2 dpi until the kidneys were collected for further analysis. Detailed information about these inhibitors is listed in table S3.

### Vivo-morpholino

The vivo-MOs were designed as previously described and are listed in table S4 (*56*–*58*). During kidney regeneration, the *eya2* vivo-MO (40 μm, 20 μl), *six1b* vivo-MO (40 μm, 20 μl), and control vivo-MO (40 μm, 20 μl) were intraperitoneally injected at −1, 2, and 4 dpi. The kidneys were collected at 5 dpi for further analysis. Detailed vivo-MO information is listed in table S4.

### Luciferase assay

Reporter plasmids harboring WT and mutant (Δ) sequences of the 7-kb *eya2* promoter, as detailed in table S4, were constructed. These plasmids and *pCDNA3.1-3HA-lef1* were cotransfected into HEK293T cells using Lipo8000 (C0533, Beyotime). Twelve hours posttransfection, cells were treated with either iCRT 14 (40 μM) or BIO (0.6 μM). Luciferase activity was assessed 36 hours after transfection using the Luciferase Assay Kit (RG044S, Beyotime).

### ChIP-PCR assay

ChIP assay was performed using the ChIP assay kit (Beyotime, P2080S) according to the user manual. Briefly, 3Flag-lef1 mRNA was synthesized using SP6 kit (Thermo Fisher Scientific, AM1340) and injected into one-cell stage WT zebrafish embryos. The cells of 200 injected embryos were collected at 72 hpf and incubated with formaldehyde (1%) for 2 hours at 29°C to cross-link the nuclear proteins to DNA. Subsequently, cells were washed with ice-cold PBS and lysed in SDS lysis buffer followed by sonication and immunoprecipitation with anti-Flag antibody (Cell Signaling Technology, 14793) or rabbit IgG (Beyotime, A7016). The captured chromatin was eluted and uncross-linked, and the DNA was recovered. The ChIP-isolated DNA was subjected to PCR analyses using the primer pair spanning *eya2* promoter. The primer sequences were listed in table S4.

### Electrophoretic mobility shift assay

The direct binding of Lef1 to the *eya2* promoter sequence 5′-CATCAAAG-3′ was examined using an EMSA, following established protocols. Recombinant 3Flag-Lef1 proteins were expressed in HEK293T cells and purified using Anti-DYKDDDDK Affinity Beads (SA042001, Smart-Life Sciences). Both WT and mutant (Δ) probes, synthesized with 5′ digoxigenin-labeled primers (table S4), were incubated with 3Flag-Lef1 in binding buffer [100 mM Hepes (pH 7.5), 100 mM NaCl, 50 mM KCl, 1 mM dithiothreitol, 1 mM EDTA, and 5% glycerol] for 30 min at 25°C. The resulting complexes were resolved on a tris-borate EDTA–polyacrylamide gel electrophoresis and subsequently transferred onto a nylon membrane. Probe detection was using an anti–digoxigenin-peroxidase antibody (11207733910, Roche) and ECL.

### Statistics

Unless otherwise specified, all experiments were conducted with a minimum of three independent replicates. Results are presented as means ± SDs. Statistical analyses were performed using Microsoft Excel (Office Home and Student 2019 version) and GraphPad Prism (version 8.02) for Windows. Data were subjected to two-sided *t* tests and are reported as mean values ± SDs.

## References

[1] P. Romagnani, G. Remuzzi, R. Glassock, A. Levin, K. J. Jager, M. Tonelli, Z. Massy, C. Wanner, H. J. Anders, Chronic kidney disease. Nat. Rev. Dis. Primers. 3, 17088 (2017).29168475 10.1038/nrdp.2017.88

[2] J. F. Bertram, R. N. Douglas-Denton, B. Diouf, M. D. Hughson, W. E. Hoy, Human nephron number: Implications for health and disease. Pediatr. Nephrol. 26, 1529–1533 (2011).21604189 10.1007/s00467-011-1843-8

[3] H. A. Hartman, H. L. Lai, L. T. Patterson, Cessation of renal morphogenesis in mice. Dev. Biol. 310, 379–387 (2007).17826763 10.1016/j.ydbio.2007.08.021PMC2075093

[4] B. A. Rumballe, K. M. Georgas, A. N. Combes, A. L. Ju, T. Gilbert, M. H. Little, Nephron formation adopts a novel spatial topology at cessation of nephrogenesis. Dev. Biol. 360, 110–122 (2011).21963425 10.1016/j.ydbio.2011.09.011PMC6186757

[5] Y. Rinkevich, D. T. Montoro, H. Contreras-Trujillo, O. Harari-Steinberg, A. M. Newman, J. M. Tsai, X. Lim, R. Van-Amerongen, A. Bowman, M. Januszyk, O. Pleniceanu, R. Nusse, M. T. Longaker, I. L. Weissman, B. Dekel, In vivo clonal analysis reveals lineage-restricted progenitor characteristics in mammalian kidney development, maintenance, and regeneration. Cell Rep. 7, 1270–1283 (2014).24835991 10.1016/j.celrep.2014.04.018PMC4425291

[6] R. Asao, T. Seki, M. Takagi, H. Yamada, F. Kodama, Y. Hosoe-Nagai, E. Tanaka, J. A. O. Trejo, K. Yamamoto-Nonaka, Y. Sasaki, T. Hidaka, T. Ueno, M. Yanagita, Y. Suzuki, Y. Tomino, K. Asanuma, Rac1 in podocytes promotes glomerular repair and limits the formation of sclerosis. Sci. Rep. 8, 5061 (2018).29567961 10.1038/s41598-018-23278-6PMC5864960

[7] A. Peired, E. Lazzeri, L. Lasagni, P. Romagnani, Glomerular regeneration: When can the kidney regenerate from injury and what turns failure into success? Nephron Exp. Nephrol. 126, 70–75 (2014).24854644 10.1159/000360669

[8] G. F. Gerlach, R. A. Wingert, Kidney organogenesis in the zebrafish: Insights into vertebrate nephrogenesis and regeneration. Wiley Interdiscip. Rev. Dev. Biol. 2, 559–585 (2013).24014448 10.1002/wdev.92PMC3772547

[9] M. H. Little, A. P. McMahon, Mammalian kidney development: Principles, progress, and projections. Cold Spring Harb. Perspect. Biol. 4, a008300 (2012).22550230 10.1101/cshperspect.a008300PMC3331696

[10] R. Reimschuessel, A fish model of renal regeneration and development. ILAR J. 42, 285–291 (2001).11581520 10.1093/ilar.42.4.285

[11] C. Q. Diep, D. Ma, R. C. Deo, T. M. Holm, R. W. Naylor, N. Arora, R. A. Wingert, F. Bollig, G. Djordjevic, B. Lichman, H. Zhu, T. Ikenaga, F. Ono, C. Englert, C. A. Cowan, N. A. Hukriede, R. I. Handin, A. J. Davidson, Identification of adult nephron progenitors capable of kidney regeneration in zebrafish. Nature 470, 95–100 (2011).21270795 10.1038/nature09669PMC3170921

[12] C. Liu, X. Liu, Z. He, J. Zhang, X. Tan, W. Yang, Y. Zhang, T. Yu, S. Liao, L. Dai, Z. Xu, F. Li, Y. Huang, J. Zhao, Proenkephalin-A secreted by renal proximal tubules functions as a brake in kidney regeneration. Nat. Commun. 14, 7167 (2023).37935684 10.1038/s41467-023-42929-5PMC10630464

[13] X. Liu, T. Yu, X. Tan, D. Jin, W. Yang, J. Zhang, L. Dai, Z. He, D. Li, Y. Zhang, S. Liao, J. Zhao, T. P. Zhong, C. Liu, Renal interstitial cells promote nephron regeneration by secreting prostaglandin E2. eLife 12, e81438 (2023).36645741 10.7554/eLife.81438PMC9943066

[14] J. Augusto, B. Smith, S. Smith, J. Robertson, R. Reimschuessel, Gentamicin-induced nephrotoxicity and nephroneogenesis in Oreochromis nilotica, a tilapian fish. Dis. Aquat. Organ. 26, 49–58 (1996).

[15] I. Pietila, S. J. Vainio, Kidney development: An overview. Nephron Exp. Nephrol. 126, 40–44 (2014).24854638 10.1159/000360659

[16] M. Bouchard, A. Souabni, M. Mandler, A. Neubuser, M. Busslinger, Nephric lineage specification by Pax2 and Pax8. Genes Dev. 16, 2958–2970 (2002).12435636 10.1101/gad.240102PMC187478

[17] A. Kobayashi, M. T. Valerius, J. W. Mugford, T. J. Carroll, M. Self, G. Oliver, A. P. McMahon, Six2 defines and regulates a multipotent self-renewing nephron progenitor population throughout mammalian kidney development. Cell Stem Cell 3, 169–181 (2008).18682239 10.1016/j.stem.2008.05.020PMC2561900

[18] T. E. Tsang, W. Shawlot, S. J. Kinder, A. Kobayashi, K. M. Kwan, K. Schughart, A. Kania, T. M. Jessell, R. R. Behringer, P. P. Tam, Lim1 activity is required for intermediate mesoderm differentiation in the mouse embryo. Dev. Biol. 223, 77–90 (2000).10864462 10.1006/dbio.2000.9733

[19] R. G. James, C. N. Kamei, Q. Wang, R. Jiang, T. M. Schultheiss, Odd-skipped related 1 is required for development of the metanephric kidney and regulates formation and differentiation of kidney precursor cells. Development 133, 2995–3004 (2006).16790474 10.1242/dev.02442

[20] J. Li, C. Cheng, J. Xu, T. Zhang, B. Tokat, G. Dolios, A. Ramakrishnan, L. Shen, R. Wang, P. X. Xu, The transcriptional coactivator Eya1 exerts transcriptional repressive activity by interacting with REST corepressors and REST-binding sequences to maintain nephron progenitor identity. Nucleic Acids Res. 50, 10343–10359 (2022).36130284 10.1093/nar/gkac760PMC9561260

[21] J. Li, B. B. Zhang, Y. G. Ren, S. Y. Gu, Y. H. Xiang, J. L. Du, Intron targeting-mediated and endogenous gene integrity-maintaining knockin in zebrafish using the CRISPR/Cas9 system. Cell Res. 25, 634–637 (2015).25849248 10.1038/cr.2015.43PMC4423083

[22] M. E. Halpern, J. Rhee, M. G. Goll, C. M. Akitake, M. Parsons, S. D. Leach, Gal4/UAS transgenic tools and their application to zebrafish. Zebrafish 5, 97–110 (2008).18554173 10.1089/zeb.2008.0530PMC6469517

[23] D. Grote, A. Souabni, M. Busslinger, M. Bouchard, Pax 2/8-regulated Gata 3 expression is necessary for morphogenesis and guidance of the nephric duct in the developing kidney. Development 133, 53–61 (2006).16319112 10.1242/dev.02184

[24] Y. Atsuta, Y. Takahashi, FGF8 coordinates tissue elongation and cell epithelialization during early kidney tubulogenesis. Development 142, 2329–2337 (2015).26130757 10.1242/dev.122408PMC4510593

[25] T. Xie, Y. Wang, N. Deng, G. Huang, F. Taghavifar, Y. Geng, N. Liu, V. Kulur, C. Yao, P. Chen, Z. Liu, B. Stripp, J. Tang, J. Liang, P. W. Noble, D. Jiang, Single-cell deconvolution of fibroblast heterogeneity in mouse pulmonary fibrosis. Cell Rep. 22, 3625–3640 (2018).29590628 10.1016/j.celrep.2018.03.010PMC5908225

[26] T. Sudo, T. Iwaya, N. Nishida, G. Sawada, Y. Takahashi, M. Ishibashi, K. Shibata, H. Fujita, K. Shirouzu, M. Mori, K. Mimori, Expression of mesenchymal markers vimentin and fibronectin: The clinical significance in esophageal squamous cell carcinoma. Ann. Surg. Oncol. 20, 324–335 (2013).10.1245/s10434-012-2418-z22644514

[27] C. Vannier, K. Mock, T. Brabletz, W. Driever, Zeb1 regulates E-cadherin and Epcam (epithelial cell adhesion molecule) expression to control cell behavior in early zebrafish development. J. Biol. Chem. 288, 18643–18659 (2013).23667256 10.1074/jbc.M113.467787PMC3696638

[28] T. Ishihara, K. Ikeda, S. Sato, H. Yajima, K. Kawakami, Differential expression of Eya1 and Eya2 during chick early embryonic development. Gene Expr. Patterns 8, 357–367 (2008).18316249 10.1016/j.gep.2008.01.003

[29] K. Hatta, H. Tsujii, T. Omura, Cell tracking using a photoconvertible fluorescent protein. Nat. Protoc. 1, 960–967 (2006).17406330 10.1038/nprot.2006.96

[30] M. A. Saleem, L. Ni, I. Witherden, K. Tryggvason, V. Ruotsalainen, P. Mundel, P. W. Mathieson, Co-localization of nephrin, podocin, and the actin cytoskeleton: Evidence for a role in podocyte foot process formation. Am. J. Pathol. 161, 1459–1466 (2002).12368218 10.1016/S0002-9440(10)64421-5PMC1867300

[31] E. Fuchs, T. Chen, A matter of life and death: Self-renewal in stem cells. EMBO Rep. 14, 39–48 (2013).23229591 10.1038/embor.2012.197PMC3537149

[32] C. N. Kamei, T. F. Gallegos, Y. Liu, N. Hukriede, I. A. Drummond, Wnt signaling mediates new nephron formation during zebrafish kidney regeneration. Development 146, (2019).10.1242/dev.168294PMC650398131036548

[33] J. An, Y. Zheng, C. T. Dann, Mesenchymal to epithelial transition mediated by CDH1 promotes spontaneous reprogramming of male germline stem cells to pluripotency. Stem Cell Rep. 8, 446–459 (2017).10.1016/j.stemcr.2016.12.006PMC531146428065642

[34] S. Nakajima, R. Doi, E. Toyoda, S. Tsuji, M. Wada, M. Koizumi, S. S. Tulachan, D. Ito, K. Kami, T. Mori, Y. Kawaguchi, K. Fujimoto, R. Hosotani, M. Imamura, N-cadherin expression and epithelial-mesenchymal transition in pancreatic carcinoma. Clin. Cancer Res. 10, 4125–4133 (2004).15217949 10.1158/1078-0432.CCR-0578-03

[35] A. de Morree, T. A. Rando, Regulation of adult stem cell quiescence and its functions in the maintenance of tissue integrity. Nat. Rev. Mol. Cell Biol. 24, 334–354 (2023).36922629 10.1038/s41580-022-00568-6PMC10725182

[36] A. Rossi, Z. Kontarakis, C. Gerri, H. Nolte, S. Holper, M. Kruger, D. Y. Stainier, Genetic compensation induced by deleterious mutations but not gene knockdowns. Nature 524, 230–233 (2015).26168398 10.1038/nature14580

[37] A. N. Patrick, J. H. Cabrera, A. L. Smith, X. S. Chen, H. L. Ford, R. Zhao, Structure-function analyses of the human SIX1-EYA2 complex reveal insights into metastasis and BOR syndrome. Nat. Struct. Mol. Biol. 20, 447–453 (2013).23435380 10.1038/nsmb.2505PMC3618615

[38] P. X. Xu, W. Zheng, L. Huang, P. Maire, C. Laclef, D. Silvius, Six1 is required for the early organogenesis of mammalian kidney. Development 130, 3085–3094 (2003).12783782 10.1242/dev.00536PMC3872112

[39] D. M. Iglesias, P. A. Hueber, L. Chu, R. Campbell, A. M. Patenaude, A. J. Dziarmaga, J. Quinlan, O. Mohamed, D. Dufort, P. R. Goodyer, Canonical WNT signaling during kidney development. Am. J. Physiol. Renal Physiol. 293, F494–F500 (2007).17494089 10.1152/ajprenal.00416.2006

[40] K. Spivack, C. Muzzelo, M. Hall, E. Warga, C. Neely, H. Slepian, A. Cunningham, M. Tucker, J. Elmer, Enhancement of transgene expression by the beta-catenin inhibitor iCRT14. Plasmid 114, 102556 (2021).33472046 10.1016/j.plasmid.2021.102556

[41] X. Huang, L. Zhong, J. Hendriks, J. N. Post, M. Karperien, The effects of the WNT-signaling modulators BIO and PKF118-310 on the chondrogenic differentiation of human mesenchymal stem cells. Int. J. Mol. Sci. 19, 561 (2018).29438298 10.3390/ijms19020561PMC5855783

[42] J. S. Park, W. Ma, L. L. O’Brien, E. Chung, J. J. Guo, J. G. Cheng, M. T. Valerius, J. A. McMahon, W. H. Wong, A. P. McMahon, Six2 and Wnt regulate self-renewal and commitment of nephron progenitors through shared gene regulatory networks. Dev. Cell 23, 637–651 (2012).22902740 10.1016/j.devcel.2012.07.008PMC3892952

[43] C. M. Karner, A. Das, Z. Ma, M. Self, C. Chen, L. Lum, G. Oliver, T. J. Carroll, Canonical Wnt9b signaling balances progenitor cell expansion and differentiation during kidney development. Development 138, 1247–1257 (2011).21350016 10.1242/dev.057646PMC3050658

[44] H. Ramalingam, A. R. Fessler, A. Das, M. T. Valerius, J. Basta, L. Robbins, A. C. Brown, L. Oxburgh, A. P. McMahon, M. Rauchman, T. J. Carroll, Disparate levels of beta-catenin activity determine nephron progenitor cell fate. Dev. Biol. 440, 13–21 (2018).29705331 10.1016/j.ydbio.2018.04.020PMC5988999

[45] H. Bugacov, B. Der, B. M. Briantseva, Q. Guo, S. Kim, N. O. Lindstrom, A. P. McMahon, Dose-dependent responses to canonical Wnt transcriptional complexes in the regulation of mammalian nephron progenitors. Development 151, dev202279 (2024).39250420 10.1242/dev.202279PMC11463962

[46] Q. Eastman, R. Grosschedl, Regulation of LEF-1/TCF transcription factors by Wnt and other signals. Curr. Opin. Cell Biol. 11, 233–240 (1999).10209158 10.1016/s0955-0674(99)80031-3

[47] X. Messeguer, R. Escudero, D. Farre, O. Nunez, J. Martinez, M. M. Alba, PROMO: Detection of known transcription regulatory elements using species-tailored searches. Bioinformatics 18, 333–334 (2002).11847087 10.1093/bioinformatics/18.2.333

[48] A. Raven, W. Y. Lu, T. Y. Man, S. Ferreira-Gonzalez, E. O’Duibhir, B. J. Dwyer, J. P. Thomson, R. R. Meehan, R. Bogorad, V. Koteliansky, Y. Kotelevtsev, C. Ffrench-Constant, L. Boulter, S. J. Forbes, Cholangiocytes act as facultative liver stem cells during impaired hepatocyte regeneration. Nature 547, 350–354 (2017).28700576 10.1038/nature23015PMC5522613

[49] Y. Yao, C. Wang, Dedifferentiation: Inspiration for devising engineering strategies for regenerative medicine. NPJ Regen. Med. 5, 14 (2020).32821434 10.1038/s41536-020-00099-8PMC7395755

[50] C. Jopling, E. Sleep, M. Raya, M. Marti, A. Raya, J. C. Izpisua Belmonte, Zebrafish heart regeneration occurs by cardiomyocyte dedifferentiation and proliferation. Nature 464, 606–609 (2010).20336145 10.1038/nature08899PMC2846535

[51] M. Westerfield, *The Zebrafish Book: A Guide for the Laboratory Use of Zebrafish* (University of Oregon Press, Eugene 4th ed., 2000).

[52] T. Smith, A. Heger, I. Sudbery, UMI-tools: Modeling sequencing errors in Unique Molecular Identifiers to improve quantification accuracy. Genome Res. 27, 491–499 (2017).28100584 10.1101/gr.209601.116PMC5340976

[53] M. A. Moreno-Mateos, C. E. Vejnar, J. D. Beaudoin, J. P. Fernandez, E. K. Mis, M. K. Khokha, A. J. Giraldez, CRISPRscan: Designing highly efficient sgRNAs for CRISPR-Cas9 targeting in vivo. Nat. Methods 12, 982–988 (2015).26322839 10.1038/nmeth.3543PMC4589495

[54] L. Wang, L. Zhang, Q. Hou, X. Zhu, Z. Chen, Z. Liu, Triptolide attenuates proteinuria and podocyte apoptosis via inhibition of NF-κB/GADD45B. Sci. Rep. 8, 10843 (2018).30022148 10.1038/s41598-018-29203-1PMC6052061

[55] J. He, D. Mo, J. Chen, L. Luo, Combined whole-mount fluorescence in situ hybridization and antibody staining in zebrafish embryos and larvae. Nat. Protoc. 15, 3361–3379 (2020).32908315 10.1038/s41596-020-0376-7

[56] C. Y. Lin, W. T. Chen, H. C. Lee, P. H. Yang, H. J. Yang, H. J. Tsai, The transcription factor Six1a plays an essential role in the craniofacial myogenesis of zebrafish. Dev. Biol. 331, 152–166 (2009).19409884 10.1016/j.ydbio.2009.04.029

[57] J. Wang, Y. Wu, F. Zhao, Y. Wu, W. Dong, J. Zhao, Z. Zhu, D. Liu, Fgf-signaling-dependent Sox9a and Atoh1a regulate otic neural development in zebrafish. J. Neurosci. 35, 234–244 (2015).25568117 10.1523/JNEUROSCI.3353-14.2015PMC6605248

[58] J. Chen, T. Yu, X. He, Y. Fu, L. Dai, B. Wang, Y. Wu, J. He, Y. Li, F. Zhang, J. Zhao, C. Liu, Dual roles of hydrogen peroxide in promoting zebrafish renal repair and regeneration. Biochem. Biophys. Res. Commun. 516, 680–685 (2019).31248596 10.1016/j.bbrc.2019.06.052

# Supplementary material for: Identification of renal stem cells in zebrafish
**Source:** Sci Adv. 2025 Aug 22;11(34):eadx5296. doi: 10.1126/sciadv.adx5296
**Supplement:** Supplementary file 1 — Figs. S1 to S10 Legends for movies S1 to S3 Legends for tables S1 and S2 Tables S3 and S4

Supplementary Materials for  
**Identification of renal stem cells in zebrafish**

Ting Yu *et al.*

*Sci. Adv.* **11**, eadx5296 (2025)  
DOI: 10.1126/sciadv.adx5296

**The PDF file includes:**

Figs. S1 to S10  
Legends for movies S1 to S3  
Legends for tables S1 and S2  
Tables S3 and S4

**Other Supplementary Material for this manuscript includes the following:**

Movies S1 to S3  
Tables S1 and S2

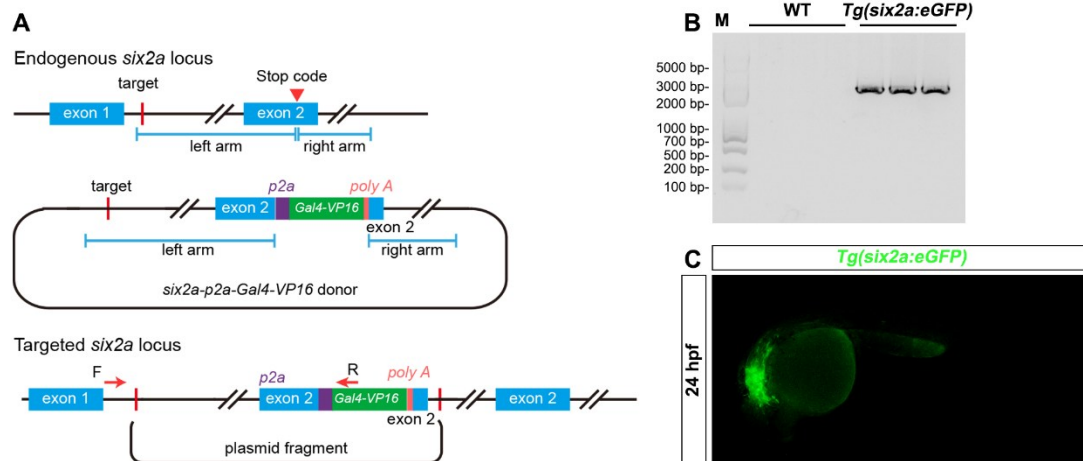

**fig. S1. Intron targeting-mediated Gal4-VP16 knockin at the zebrafish *six2a* locus.** (A) Schematic illustration of the intron targeting-mediated strategy for generating a *Gal4-VP16* knockin at the zebrafish *six2a* locus using the CRISPR/Cas9 system. (B) PCR analysis to verify the successful construction of the *TgKI(six2a:p2a-Gal4-VP16)* transgene in F1 zebrafish. The locations of the forward (F) and reverse (R) primers are indicated in panel A. (C) Representative projected in vivo confocal images of *Tg(six2a:eGFP)* larvae at 24 hpf.

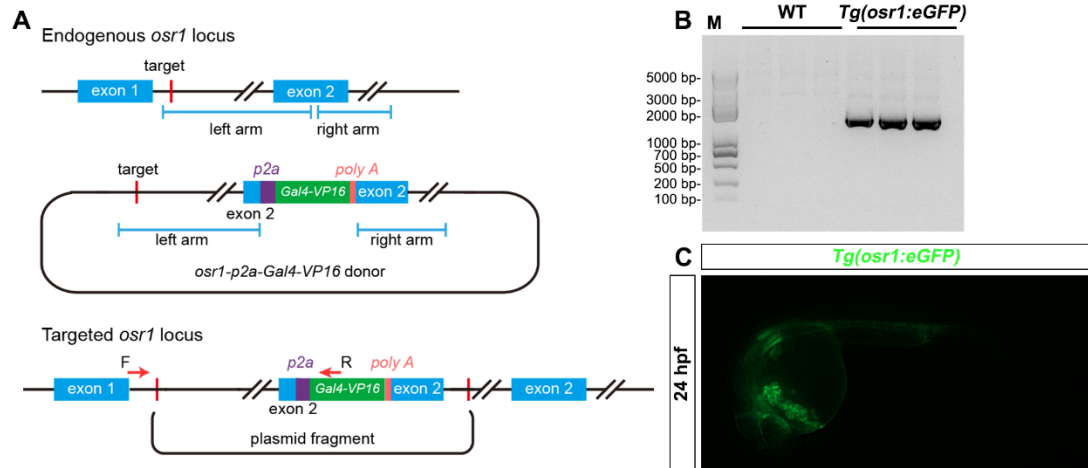

**fig. S2. Intron targeting-mediated *Gal4-VP16* knockin at the zebrafish *osr1* locus.** (A) Schematic illustration of the intron targeting-mediated strategy for generating a *Gal4-VP16* knockin at the zebrafish *osr1* locus using the CRISPR/Cas9 system. (B) PCR analysis to verify the successful construction of the *TgKI(osr1:p2a-Gal4-VP16)* transgene in F1 zebrafish. The locations of the forward (F) and reverse (R) primers are indicated in panel A. (C) Representative projected in vivo confocal images of *Tg(osr1:eGFP)* larvae at 24 hpf.

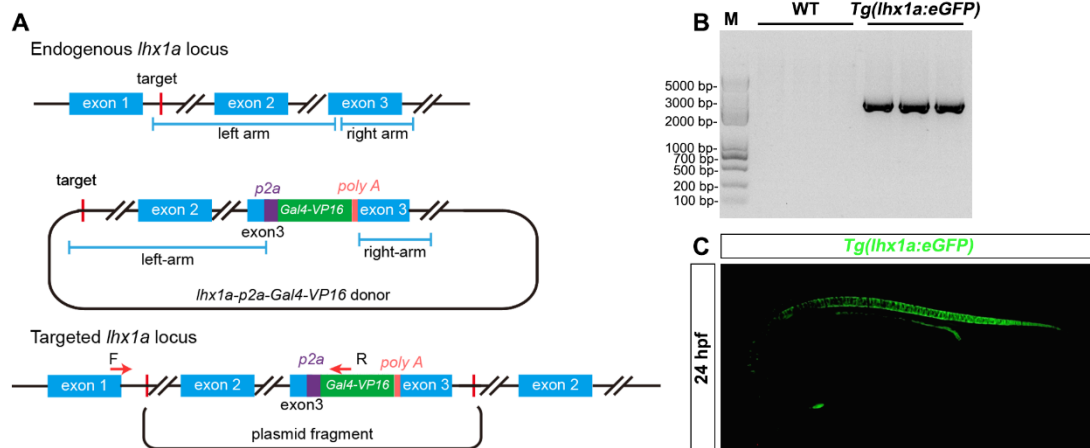

**fig. S3. Intron targeting-mediated *Gal4-VP16* knockin at the zebrafish *lhx1a* locus.** (A) Schematic illustration of the intron targeting-mediated strategy for generating a *Gal4-VP16* knockin at the zebrafish *lhx1a* locus using the CRISPR/Cas9 system. (B) PCR analysis to verify the successful construction of the *Tg(lhx1a:p2a-Gal4-VP16)* transgene in F1 zebrafish. The locations of the forward (F) and reverse (R) primers are indicated in panel A. (C) Representative projected in vivo confocal images of *Tg(lhx1a:eGFP)* larvae at 24 hpf.

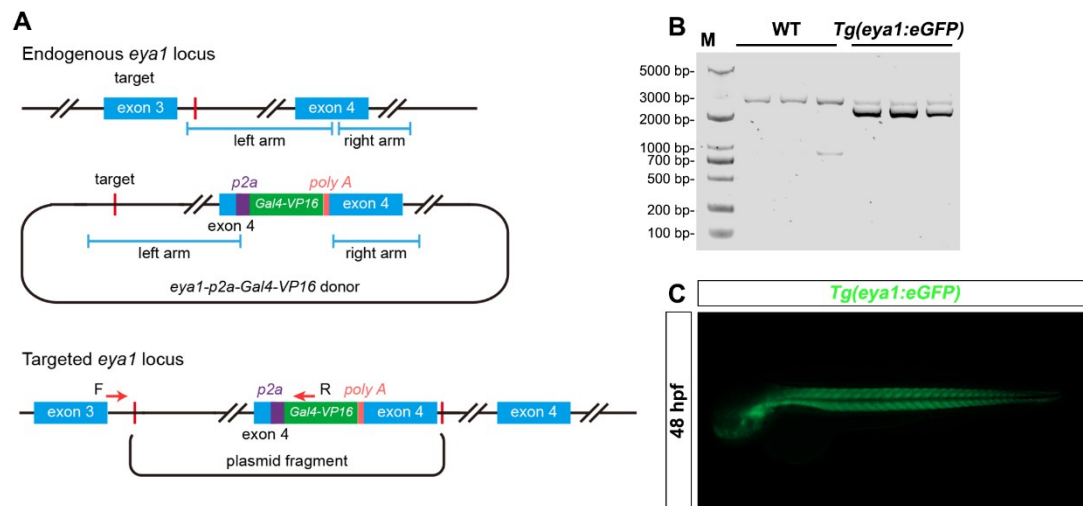

**fig. S4. Intron targeting-mediated *Gal4-VP16* knockin at the zebrafish *eya1* locus.** (A) Schematic illustration of the intron targeting-mediated strategy for generating a *Gal4-VP16* knockin at the zebrafish *eya1* locus using the CRISPR/Cas9 system. (B) PCR analysis to verify the successful construction of the *TgKI(eya1:p2a-Gal4-VP16)* transgene in F1 zebrafish. The locations of the forward (F) and reverse (R) primers are indicated in panel A. (C) Representative projected in vivo confocal images of *Tg(eya1:eGFP)* larvae at 24 hpf.

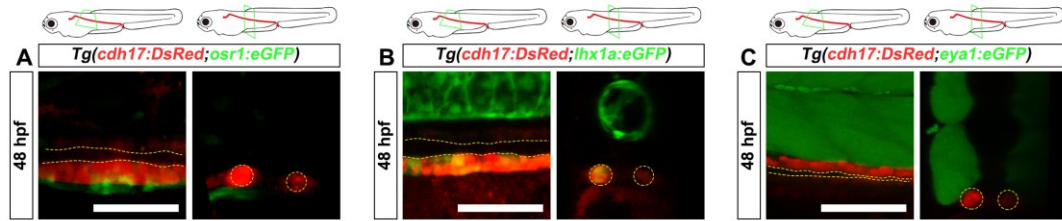

**fig. S5. RSCs cannot be labeled by mammalian RPC markers in 48 hpf zebrafish.** (A–C) Confocal images showing the regions of RSCs production in 48 hpf zebrafish: (A) *Tg(cdh17:DsRed;osr1:eGFP)*, (B) *Tg(cdh17:DsRed;lhx1a:eGFP)* and (C) *Tg(cdh17:DsRed;eya1:eGFP)*. The yellow dashed lines indicate the inner sides of the two pronephric tubules. Scale bars, 100 μm.

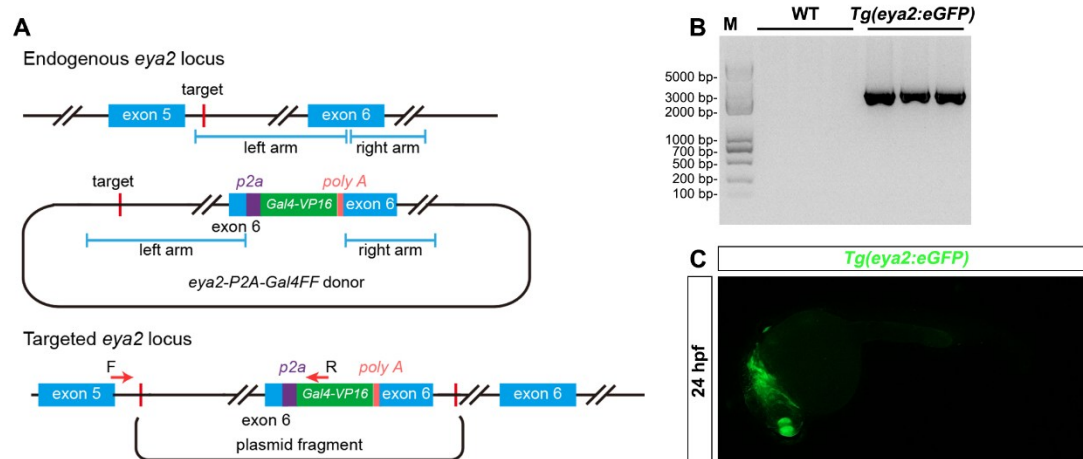

**fig. S6. Intron targeting-mediated *Gal4-VP16* knockin at the zebrafish *eya2* locus.** (A) Schematic illustration of the intron targeting-mediated strategy for generating a *Gal4-VP16* knockin at the zebrafish *eya2* locus using the CRISPR/Cas9 system. (B) PCR analysis to verify the successful construction of the *TgKI(eya2:p2a-Gal4-VP16)* transgene in F1 zebrafish. The locations of the forward (F) and reverse (R) primers are indicated in panel A. (C) Representative projected in vivo confocal images of *Tg(eya2:eGFP)* larvae at 24 hpf.

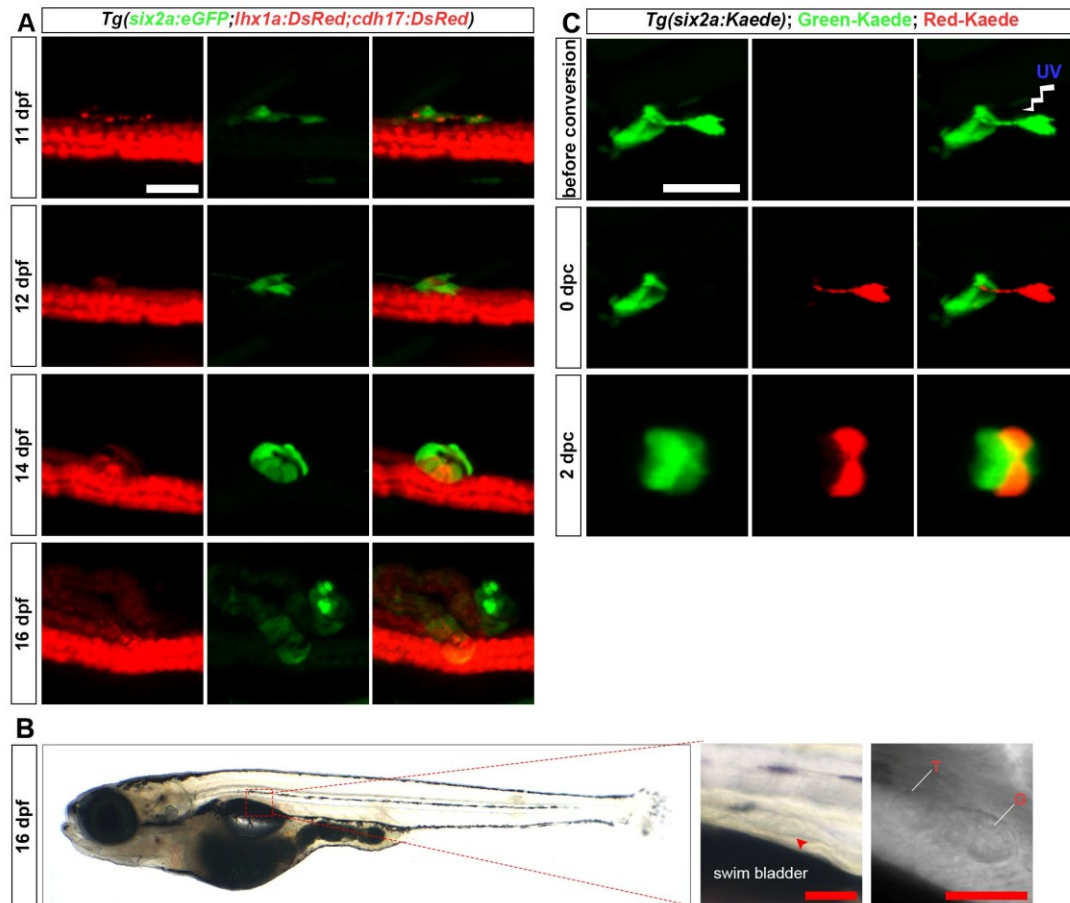

**fig. S7. Differentiation of *six2a*<sup>+</sup> RSCs into nephrons.** **(A)** Confocal images showing time-lapse observations of *Tg(six2a:eGFP;lhx1a:DsRed;cdh17:DsRed)* zebrafish from 11 to 16 dpf. After forming cell aggregates, RSCs began to differentiate into RVs, which subsequently developed into nephrons. **(B)** Bright-field images clearly showing the newly formed nephron (arrowhead). G: glomerulus, T: tubule. **(C)** In the *Tg(six2a:kaede)* line, individual RSCs were photoconverted and subsequently tracked, revealing their ability to cluster with other RSCs to form cell aggregate. Scale bars in panels A and C, 50  $\mu$ m; panel B, 100  $\mu$ m.

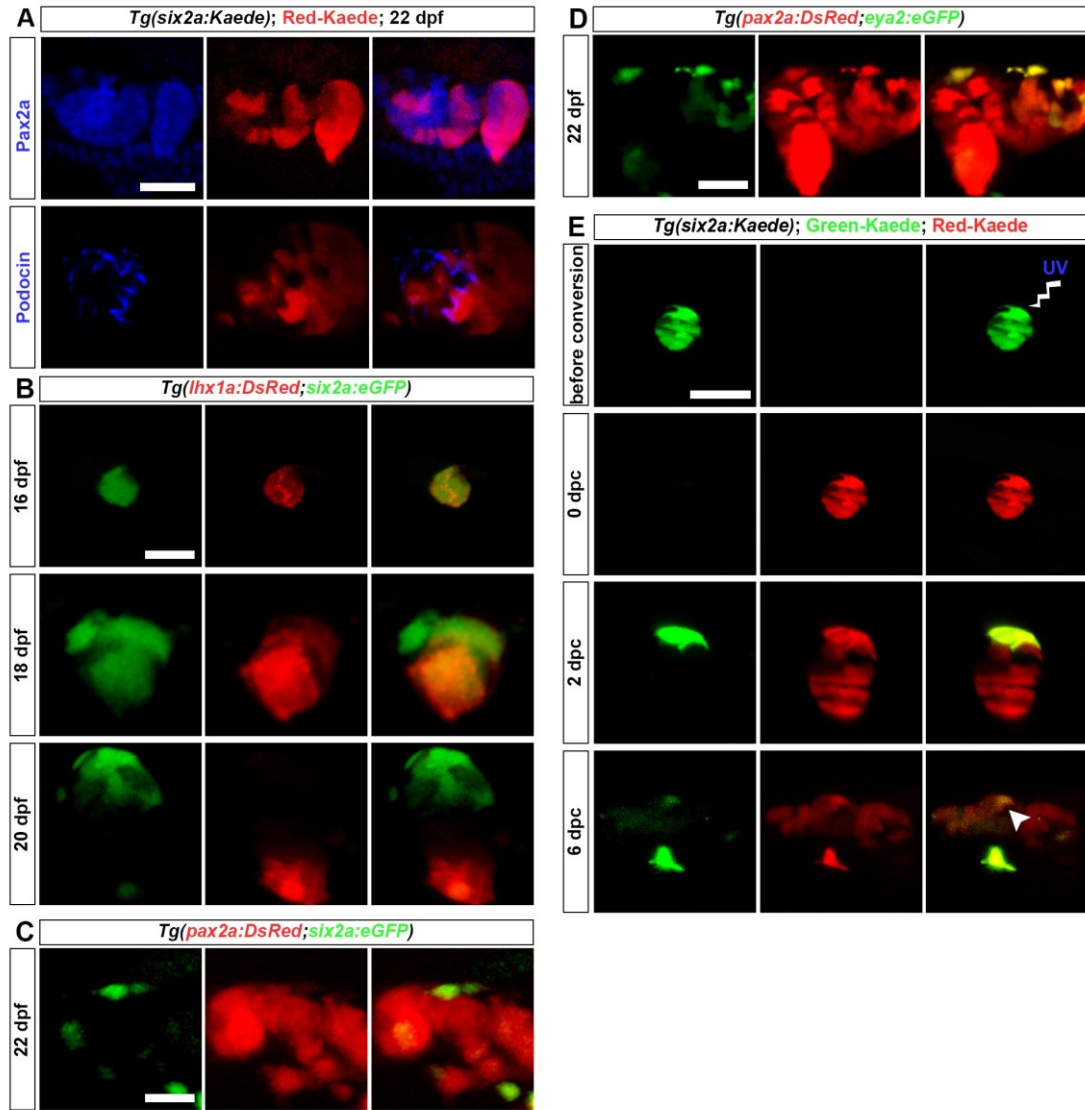

**fig. S8. RSC aggregates give rise to nephron epithelial cells and nascent RSCs.** (A) Confocal images showing Pax2a or Podocin immunofluorescence, demonstrating that photoconverted *six2a:Kaede*-labeled RSC aggregates differentiated into renal tubular epithelial cells (Pax2a<sup>+</sup>) and podocytes (Podocin<sup>+</sup>). (B) Confocal images of *Tg(lhx1a:DsRed;six2a:eGFP)* zebrafish at 16, 18, and 20 dpf, illustrating the process by which *six2a*<sup>+</sup> cells detach from the aggregates. (C, D) To examine nascent RSCs, we crossed *Tg(pax2a:DsRed)* fish with *Tg(six2a:eGFP)* (C) or *Tg(eya2:eGFP)* (D). All *six2a:eGFP*<sup>+</sup> cells were also *pax2a:DsRed*<sup>+</sup> (*n* = 30 cells from 6 fish), and all *pax2a:DsRed*<sup>+</sup> cells were also *eya2:eGFP*<sup>+</sup> (*n* = 30 cells from 6 fish). (E) Tracking of entire photoconverted cell aggregates revealed that, in rare cases,

cells from the apical region of the aggregate differentiated into nephron epithelial cells. The green cells indicated by the arrowhead were derived from the apical cell. Scale bars, 50  $\mu\text{m}$ .

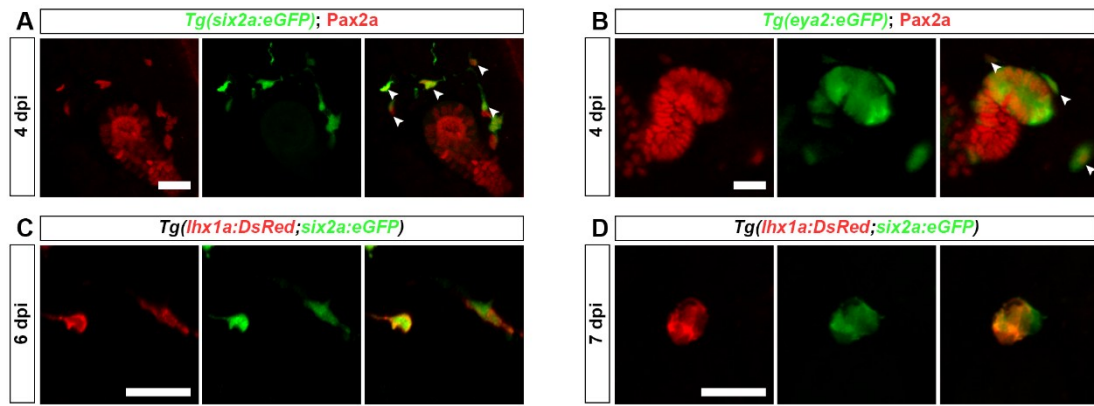

**fig. S9. Molecular markers of nascent RSCs in the adult kidney.** (A, B) Confocal images showing Pax2a immunofluorescence in *Tg(lhx1a:DsRed;six2a:eGFP)* (A) and *Tg(lhx1a:DsRed;eya2:eGFP)* (B) zebrafish kidneys at 4 dpi following AKI, indicating that nascent RSCs are Pax2a<sup>+</sup>eya2<sup>+</sup>six2a<sup>+</sup>. Arrowheads indicate nascent RSCs. (C, D) Confocal images of *Tg(lhx1a:DsRed;six2a:eGFP)* zebrafish kidneys at 6 dpi (C) and 7 dpi (D) following AKI, showing that nascent RSCs begin expressing *lhx1a* at 6 dpi and cluster to form cell aggregates by 7 dpi. Scale bars in panels A, B, and D: 50  $\mu$ m; panel C: 20  $\mu$ m.

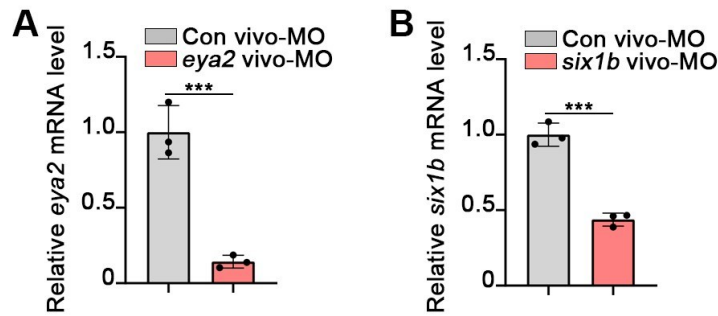

**fig. S10. Efficiency verification of *eya2* vivo-MO and *six1b* vivo-MO.** (A) qRT-PCR analysis of *eya2* in 5 dpi kidneys after administration (at 2 and 4 dpi) of *eya2* vivo-MO or Con vivo-MO following AKI. (B) qRT-PCR analysis of *six1b* in 5 dpi kidneys after administration (at 2 and 4 dpi) of *six1b* vivo-MO or Con vivo-MO following AKI.

**movie S1. The process of *six2a* expression in RSCs.** The time-lapse recording captures the gradual increase in *six2a:eGFP* expression in RSCs within *Tg(six2a:eGFP;cdh17:DsRed)* zebrafish from 86 hpf to 90.5 hpf. The *six2a:eGFP* expression is observed in RSCs situated between the renal tubules. Images were taken at 1.5-hour intervals. Scale bar, 50  $\mu$ m.

**movie S2. Rotating view of the 89 hpf time point shown in movie S1.** The image is first rotated along the anterior–posterior axis, followed by rotation along the dorsal–ventral axis. *six2a*<sup>+</sup> cells are located in close proximity to the pronephric tubules. Scale bar, 50  $\mu$ m.

**movie S3. The maturation and migration of RSCs.** The time-lapse recording captures the maturation and migration of RSCs within *Tg(six2a:eGFP;cdh17:DsRed)* zebrafish from 96 hpf to 108 hpf. During this period, *six2a:eGFP*<sup>+</sup> RSCs migrate from between the renal tubules to a position approximately 20  $\mu$ m above the tubules, accompanied by a significant increase in cell volume. Images were taken at 1.5-hour intervals. Scale bar, 50  $\mu$ m.

**Table S1. scRNA-seq cluster markers.** Related to Fig. 1A-C. Markers shown for each cluster were derived from scRNA-seq of zebrafish kidney cells (Fig. 1A). Selection was performed using the Seurat "FindAllMarkers" function with the parameter logFC.threshold = 0.25.

**Table S2. Top markers of RSCs sub-clusters.** All markers identified for each cluster were obtained from scRNA-seq of RSCs as shown in Fig. 1F. Markers were selected using the Seurat "FindAllMarkers" function with following specified parameters: logFC.threshold = 0.25.

**Table S3. Reagents and resources.** Detailed information on antibodies, chemicals, critical commercial assays, zebrafish lines, cell lines, and software used in this study.

**Table S4. Oligonucleotides sequences.** Oligonucleotides sequences used for CRISPR/Cas9 sgRNAs, genotyping, qPCR and plasmid construction.

**Table S3. Reagent or Resource**

| REAGENT or RESOURCE                                              | SOURCE                                                                         | IDENTIFIER       |
|------------------------------------------------------------------|--------------------------------------------------------------------------------|------------------|
| <b>Antibodies</b>                                                |                                                                                |                  |
| Anti-Pax2a, rabbit polyclonal                                    | Abcam, ab229318; Dilution, 1:200                                               |                  |
| Anti- $\beta$ -actin, rabbit monoclonal                          | HUABIO, ET1701-80; Dilution, 1:5000                                            | RRID:AB_2943481  |
| Anti-DYKDDDDK Tag Rabbit monoclonal                              | Cell Signaling Technology, 14793; Dilution, 1:100 for immunoprecipitation (IP) | RRID:AB_2572291  |
| Anti-DDDDK-tag mouse monoclonal                                  | MBL International, M185-3; Dilution, 1:2000 for western blotting (WB)          | RRID:AB_591224   |
| Anti-Cdh1 rabbit polyclonal                                      | GeneTex, GTX125890; Dilution, 1:200                                            | RRID:AB_11167551 |
| Anti-Cdh2 rabbit polyclonal                                      | GeneTex, GTX125885; Dilution, 1:200                                            | RRID:AB_2885609  |
| Anti-HA-tag rabbit monoclonal                                    | Cell Signaling Technology, 3724, Dilution, 1:100 for IP, 1:2000 for WB         | RRID:AB_1549585  |
| Anti-GFP biotin-goat polyclonal                                  | Abcam, ab6658; Dilution, 1:400                                                 | RRID:AB_305631   |
| Anti-Podocin rabbit polyclonal                                   | This study; Dilution, 1:200                                                    |                  |
| Anti-Eya2 rabbit polyclonal                                      | This study; Dilution, 1:2000                                                   |                  |
| HRP-conjugated goat Anti-mouse IgG(H+L), goat polyclonal         | Protein-tech, SA00001-1; Dilution, 1:5000                                      | RRID:AB_2722565  |
| HRP-conjugated goat anti-rabbit IgG, goat polyclonal             | Protein-tech, SA00001-2; Dilution, 1: 5000                                     | RRID:AB_2722564  |
| Donkey anti-Rabbit IgG (H+L), Alexa fluor 647, donkey polyclonal | Thermo Fisher Scientific, A-31573; Dilution, 1:500                             | RRID:AB_2536183  |

|                                                                     |                                                    |                 |
|---------------------------------------------------------------------|----------------------------------------------------|-----------------|
| Donkey anti-Goat IgG (H+L), Alexa fluor 488, donkey polyclonal      | Thermo Fisher Scientific, A-11055; Dilution, 1:500 | RRID:AB_2534102 |
| Donkey anti-Goat IgG (H+L), Alexa fluor 647, donkey polyclonal      | Abcam, ab150131; Dilution, 1:500                   | RRID:AB_2732857 |
| Goat anti-rabbit IgG (H+L), Alexa fluor 633, goat polyclonal        | Thermo Fisher Scientific, A21070; Dilution, 1:500  | RRID:AB_2535731 |
| Sheep anti-digoxigenin-<br>peroxidase antibody,<br>Sheep polyclonal | Roche, 11207733910; Dilution,<br>1:500             | RRID:AB_514500  |
| <b>Chemicals</b>                                                    |                                                    |                 |
| iCRT 14                                                             | MCE, HY16665                                       |                 |
| BIO                                                                 | MCE, HY-10580                                      |                 |
| Anti-DYKDDDDK Affinity<br>Beads                                     | Smart-Lifesciences, SA042001                       |                 |
| Lipo8000 transfection<br>reagent                                    | Biyotime, C0533                                    |                 |
| rProtein A/G Beads 4FF                                              | Smart-Lifesciences, SA032005                       |                 |
| <b>Critical Commercial Assays</b>                                   |                                                    |                 |
| Western ECL Substrate                                               | BIO-RAD, 1705060                                   |                 |
| Prime script II 1st strand<br>cDNA synthesis Kit                    | Takara, 9767                                       |                 |
| TB Green Premix EX Taq II                                           | Takara, RR820A                                     |                 |
| One-Lumi™ Firefly<br>Luciferase Assay Kit                           | Beyotime, RG055M                                   |                 |
| ChIP assay kit                                                      | Beyotime, P2080S                                   |                 |
| BCA Protein Assay Kit                                               | Biosharp, BL521A                                   |                 |
| Click-iT Plus EdU Alexa<br>Fluor 647 Imaging Kit                    | Invitrogen, C10640                                 |                 |
| TSA Plus Cy3 system                                                 | PerkinElmer, NEL744001KT                           |                 |
| TSA Plus Fluorescein                                                | PerkinElmer, NEL741001KT                           |                 |
| <b>Zebrafish lines</b>                                              |                                                    |                 |

|                                  |                                                                     |                 |
|----------------------------------|---------------------------------------------------------------------|-----------------|
| <i>TgKI(six2a:p2a-Gal4-VP16)</i> | This study                                                          |                 |
| <i>TgKI(osr1:p2a-Gal4-VP16)</i>  | This study                                                          |                 |
| <i>TgKI(lhx1a:p2a-Gal4-VP16)</i> | This study                                                          |                 |
| <i>TgKI(eya1:p2a-Gal4-VP16)</i>  | This study                                                          |                 |
| <i>TgKI(eya2:p2a-Gal4-VP16)</i>  | This study                                                          |                 |
| <i>Tg(pax2a:DsRed)</i>           | This study                                                          |                 |
| <i>eya2<sup>-/-</sup></i>        | This study                                                          |                 |
| <i>fzd9b<sup>-/-</sup></i>       | China Zebrafish Resource Center, catalog ID: CZ370                  |                 |
| <i>Tg(UAS:eGFP)</i>              | Laboratory                                                          |                 |
| <i>Tg(UAS:Kaede)</i>             | Laboratory                                                          |                 |
| <i>Tg(lhx1a:DsRed)</i>           | Laboratory                                                          |                 |
| <i>Tg(cdh17:DsRed)</i>           | Laboratory                                                          |                 |
| <b>Cell line</b>                 |                                                                     |                 |
| HEK-293T                         | Laboratory                                                          |                 |
| <b>Software</b>                  |                                                                     |                 |
| Seurat 4.3.0 for R               | doi: 10.1016/j.cell.2021.04.048                                     | RRID:SCR_016341 |
| R 4.2.3                          | <a href="https://www.r-project.org/">https://www.r-project.org/</a> | RRID:SCR_001905 |
| RStudio                          | <a href="https://posit.co/">https://posit.co/</a>                   | RRID:SCR_000432 |
| Excel 2019                       | Microsoft, version office home and student                          | RRID:SCR_016137 |
| ImageJ for Windows, V 1.8.0      | National Institutes of Health                                       | RRID:SCR_001935 |

**Table S4. Oligonucleotides**

| Species   | Gene        | Name            | Sequence (5'-3')                                              |
|-----------|-------------|-----------------|---------------------------------------------------------------|
| zebrafish | <i>eya1</i> | knockin_gRNA    | GGCCCAGGTCAGTACCTTAA                                          |
| zebrafish | <i>eya1</i> | all-arm_F       | CGATCAGCAGGTAATACGATCACCTC                                    |
| zebrafish | <i>eya1</i> | all-arm_R       | CTGTATTATAAACTGCTCACCAATGTC                                   |
| zebrafish | <i>eya1</i> | eya1:p2a-Gal4_F | <u>TCTGTAGCAGACGGCTCTCTAGAC</u> GGAA<br>AGCGGAGCTACTAACTTCAGC |
| zebrafish | <i>eya1</i> | eya1:p2a-Gal4_R | <u>TTACCTGATCCTGAGAAGCT</u> CCGGATC<br>CAGACATGATAAGATACATTG  |
| zebrafish | <i>eya1</i> | knockin_ID_F    | CGTTAAGTCCATGACGTGCAACAGG                                     |
| zebrafish | <i>eya1</i> | Probe_F         | GTAGTCTATGGAAATGCAGGATCTAGC                                   |
| zebrafish | <i>eya1</i> | Probe_R         | GGAGAAGTGTAAAGGGCTACTGTTGTAA<br>TAC                           |
| zebrafish | <i>eya1</i> | knockin_ID_R    | GAGGCATATCAGTCTCCACTGAAGC                                     |
| zebrafish | <i>eya1</i> | qRT-PCR_F       | GACGGTGTGGAGGAGGAGCAAG                                        |
| zebrafish | <i>eya1</i> | qRT-PCR_R       | GGGGCCGTCACAGTGCTAC                                           |
| zebrafish | <i>eya2</i> | knockin_gRNA    | GGGGGCGTCCCGCTGAAGTT                                          |
| zebrafish | <i>eya2</i> | left-arm_F      | CAGTCTGTAGTTTCATCATTACACA                                     |
| zebrafish | <i>eya2</i> | left-arm_R      | ACCCTGGAAAATTCCAGAAGAA                                        |
| zebrafish | <i>eya2</i> | right-arm_F     | GCGAACAGCATCACGGGCTCAAC                                       |
| zebrafish | <i>eya2</i> | right-arm_R     | CTTGTGTGTAAGCGAGGCACAAC                                       |
| zebrafish | <i>eya2</i> | knockin_ID_F    | GTCTGACAACCACCAGTGAACCAAGG                                    |
| zebrafish | <i>eya2</i> | knockin_ID_R    | GAGGCATATCAGTCTCCACTGAAGC                                     |
| zebrafish | <i>eya2</i> | knockout_gRNA   | GGGGGCGTCCCGCTGAAGTT                                          |
| zebrafish | <i>eya2</i> | knockout_ID_F   | CAGTGCACTACAGAGATTCGG                                         |
| zebrafish | <i>eya2</i> | knockout_ID_R   | TGACTGTTGCACTTTTCCCCA                                         |
| zebrafish | <i>eya2</i> | qRT-PCR_F       | GAGGAGCGTTTCCCATCGAGAAC                                       |
| zebrafish | <i>eya2</i> | qRT-PCR_R       | CTCCTCTTCAATACCGTCTCCTACG                                     |
| zebrafish | <i>eya2</i> | FISH-probe_F    | CATTCACTCCACAACAGCACTG                                        |
| zebrafish | <i>eya2</i> | FISH-probe_R    | CCTGAGAGTGTGTGCATGTG                                          |
| zebrafish | <i>eya2</i> | 3HA-eya2_F      | ATGGCAGCTTACGGACAGACGCAGTAC<br>AG                             |
| zebrafish | <i>eya2</i> | 3HA-eya2_R      | CTAGAGGTAATCCAGCTCTAGTGCATG<br>ACTC                           |
| zebrafish | <i>eya2</i> | 7K-promoter_F   | CTTACGACCGCTGTTTTTTATGGCGTTG                                  |
| zebrafish | <i>eya2</i> | 7K-promoter_R   | TTCGTCCCGCTGCGCGTGATTGTATG                                    |

|           |              |              |                                                    |
|-----------|--------------|--------------|----------------------------------------------------|
| zebrafish | <i>eya2</i>  | $\Delta$ _F  | CTACTTGGTTTTATTAAAAAAGTGATG<br>CGCTGCCTTC          |
| zebrafish | <i>eya2</i>  | $\Delta$ _R  | CATCACTTTTTTTAATAAAACCAAGTAGT<br>AAAGTAGTGACTCCCAG |
| zebrafish | <i>eya2</i>  | EMSA-probe_F | Digoxigenin-<br>CACCACTGATAAAAACTATTAAAGATC        |
| zebrafish | <i>eya2</i>  | EMSA-probe_R | Digoxigenin-<br>GTGAACGCATTTAAAGAAGGCAG            |
| zebrafish | <i>six2a</i> | knockin_gRNA | GGGAAAAGTCTTAAAGCCCG                               |
| zebrafish | <i>six2a</i> | left-arm_F   | ACGACAACGCGACCGAGCAGC                              |
| zebrafish | <i>six2a</i> | left-arm_R   | GAGCCAAGGTCGACCAAGTTTG                             |
| zebrafish | <i>six2a</i> | right-arm_F  | TAAACGTGGACCCTTTCAAAAG                             |
| zebrafish | <i>six2a</i> | right-arm_R  | GCCTAATGTGCTCGATAACAAG                             |
| zebrafish | <i>six2a</i> | knockin_ID_F | GGAGAAAAGGGAAGTAGCTGAG                             |
| zebrafish | <i>six2a</i> | knockin_ID_R | GAGGCATATCAGTCTCCACTGAAGC                          |
| zebrafish | <i>six2a</i> | Pobe_F       | GTCTATGCTTCCAACATTCGGCTTTAC                        |
| zebrafish | <i>six2a</i> | Probe_R      | CTCATTTGTTTGTGTTTATACGCATCTC<br>GC                 |
| zebrafish | <i>lhx1a</i> | knockin_gRNA | TGGCAGCCAGGGAAGCCGCA                               |
| zebrafish | <i>lhx1a</i> | left-arm_F   | GCAAAATGACGAGCAGATACTAATA<br>G                     |
| zebrafish | <i>lhx1a</i> | left-arm_R   | CTGTAGCTGGTCTTGAGAATCTGG                           |
| zebrafish | <i>lhx1a</i> | right-arm_F  | GACGATGTCAAGGATGCGG                                |
| zebrafish | <i>lhx1a</i> | right-arm_R  | GCCAAGACTCCCATCGTTCTCACC                           |
| zebrafish | <i>lhx1a</i> | knockin_ID_F | CTCCAGCGATTCAACAGCTTTACAC                          |
| zebrafish | <i>lhx1a</i> | knockin_ID_R | GAGGCATATCAGTCTCCACTGAAGC                          |
| zebrafish | <i>osr1</i>  | knockin_gRNA | GGCAGGCAAATGCAGCCCGT                               |
| zebrafish | <i>osr1</i>  | left-arm_F   | AAACAGGTTTTCTGGGGAGCCCATAAT<br>G                   |
| zebrafish | <i>osr1</i>  | left-arm_R   | GATATCACAAGTGTACGGCCGCTC                           |
| zebrafish | <i>osr1</i>  | right-arm_F  | GATATCTGTCATAAGGCCTTTAGGAGG                        |
| zebrafish | <i>osr1</i>  | right-arm_R  | GTGACAGAAACCCTTTCCGCACTCTTG<br>GC                  |
| zebrafish | <i>osr1</i>  | knockin_ID_F | CAGGGCTGTAGTCGAAAGTGCAAAC                          |
| zebrafish | <i>osr1</i>  | knockin_ID_R | GAGGCATATCAGTCTCCACTGAAGC                          |

|                |                            |               |                                        |
|----------------|----------------------------|---------------|----------------------------------------|
| zebrafish      | <i>pax8</i>                | Probe_F       | GTCATGGGGGTCTTAATCAACTAGGAG<br>G       |
| zebrafish      | <i>pax8</i>                | Probe_R       | GTCTGGTGGAGGGTTAGAGATGATCAT<br>AG      |
| zebrafish      | <i>pax2a</i>               | Promoter_F    | GGAGCCATGGCTATTGATTTAG                 |
| zebrafish      | <i>pax2a</i>               | Promoter_R    | GGGATAGCAAAGGAAGGAAAGATAATC            |
| zebrafish      | <i>wnt4a</i>               | Probe_F       | ATGTCATCGGAGTATTTGATAAGG               |
| zebrafish      | <i>wnt4a</i>               | Probe_R       | AAGCAGCATCACAGGAACAGC                  |
| zebrafish      | <i>wnt4a</i>               | qRT-PCR_F     | CTGGAGAGCGTTCCTGTGTTTGG                |
| zebrafish      | <i>wnt4a</i>               | qRT-PCR_R     | GTCACATCCACACTTGTCCAGC                 |
| zebrafish      | <i>slc20a1</i><br><i>a</i> | qRT-PCR_F     | GGTGACACAGACAGACATGTCTGATG             |
| zebrafish      | <i>slc20a1</i><br><i>a</i> | qRT-PCR_R     | GTCTCAAAGATGGTAGCCAGGATGC              |
| zebrafish      | <i>six1b</i>               | 3Flag_six1b_F | ATGTCAATGTTGCCTTCTTTCGGGTTTA<br>CGCAGG |
| zebrafish      | <i>six1b</i>               | 3Flag_six1b_R | TTAAGAGCCTAGGTCCACTAGACTTGA<br>AG      |
| zebrafish      | <i>six1b</i>               | Probe F       | ATGTCAATGTTGCCTTCTTTCGGG               |
| zebrafish      | <i>six1b</i>               | Probe R       | GGTTTGTCTTCTGACCAGTTTAACGAC<br>TTGGC   |
| zebrafish      | <i>six1b</i>               | qRT-PCR_F     | GACTGACTACCACACAAGTGAGCAAC             |
| zebrafish      | <i>six1b</i>               | qRT-PCR_R     | GACAGCTGGTTCTGTTTGTAGCG                |
| zebrafish      | <i>lef1</i>                | 3Flag_lef1_F  | ATGCCGCAGTTGTCAGGTGGAG                 |
| zebrafish      | <i>lef1</i>                | 3Flag_lef1_R  | TCAGATGTACGCCGTTTTATTCTCTG             |
| <b>Vivo-MO</b> |                            |               |                                        |
| zebrafish      | <i>eya2</i>                | eya2 vivo-MO  | CGTCTGTCCGTAAGCTGCCATGAGC              |
| zebrafish      | <i>six1b</i>               | six1b vivo-MO | CGCTTAATTACCTTTCTTTGCGCTC              |
|                |                            | Con vivo-MO   | TCTGTGGATGTCTTGCTCTTCCAGG              |

How the deposited data were processed for this re-analysis (not part of the article)

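Kidney cells of adult zebrafish at 4 dpi after gentamicin injury, from 12 fish that each received 20 μl at 2.7 μg/μl, were measured in 4 libraries of 1 condition, with no uninjured control. The authors deposited UMI counts per gene and cell for each library, which are whole numbers without normalization. They assessed reads with fastp and called cells, assigned reads and counted molecules with UMI-tools at default parameters. The aligner, genome build and thresholds for cell quality are not given in the sources used here. Genes were used by the symbols of the deposited tables. In all, 28357 genes were listed in any library and 23812 in all 4, and a gene that a library does not list was taken as 0 there. Genes for 13 mitochondrial proteins were listed in libraries 3 and 4 only, where they took 5.15% and 5.03% of the UMIs.

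All 31008 barcodes were used. Counts were log-normalized in Seurat 5.3.0 (R 4.3.3), 2000 variable genes were chosen without the 22 named genes, and 30 principal components and a resolution of 0.6 were used. The number of components, the scaling across libraries and the treatment of doublets are not stated in the paper's text. The design fixed before the data were examined scaled genes over all libraries together, and this gave no RSC-like cluster. The values at the claims therefore come from an alternative that was also fixed before the data were examined, with genes scaled within each library. It was taken because it gave an RSC-like cluster, and the other settings are given in the closing section. A cluster was named by the class whose markers had the highest mean log2 ratio to other cells (pseudocount of 10 CPM), at least 1, with at least 3 markers detected and no other class ahead among its top 10 genes by fold. Markers for blood and immune cells came from general knowledge, and those for kidney cells from Tables S1 and S2 and Fig. 1B. The genes named in the text were fixed beforehand as every gene the paper names for its single-cell data or stains, reports or perturbs in RSCs, and their values in the paper's tables had been seen. Follicle and interrenal genes are an exception, chosen after the follicle-like cells were seen.

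Doublets were not removed in the reported values. Scrublet (scanpy 1.11.5) called 312 cells, and in library 1 only 0.232%, so its threshold did not work there, and an alternative removed the 6% of cells with the highest scores instead. The RSC-like cells were clustered again with 10 components. The 39 follicle-like cells that this parted were left out before the subpopulations were compared, a choice made after seeing the data.

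Raw counts were summed per library and class, leaving out sums of under 3 cells. The sums were compared with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test) without a library term, and with DESeq2 1.42.0 as an alternative. Adjusted p-values are Benjamini-Hochberg values over all genes tested. The sums of RSC-like cells held between 266919 and 466545 UMIs per library, and those of sub 2-like cells between 56014 and 171736, which limits what can be said of genes with few UMIs. Both sums of a library come from the same cells' library, so libraries pair the sums. The deviations of the paired sums from their class means had correlations between 0.328 and 0.362 for RSC-like against other cells and between 0.405 and 0.518 for the subpopulations. Shares of cells with a UMI have exact Clopper-Pearson 95% intervals, and a count of 0 is given the limit of 3 counts. Both cover counting error only. To compare shares across depths, cells were thinned to 1000 or 2000 UMIs, and shallower cells were left out.

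The tests were tested on simulated counts in which 200 genes were changed. For RSC-like against other cells, 18932 genes were simulated, and 62% of the genes changed by 4 on the log2 scale and 31% of those changed by 2 were called, with 5 of 17741 unchanged genes called. For the subpopulations, 2165 genes were simulated, and these shares were 99% and 69%, with 8 of 1663 unchanged genes called. No call had the wrong direction. The simulated sums were independent draws around a common mean per gene, without the pairing by library and without clustering. These shares therefore do not give the rate of false calls in the real sums. Imaging, transplantation and perturbation results of the paper have no counts here and were not analysed here.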

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

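All tests in this part were chosen after the result was seen, except the one on 6 further follicle genes, which was written down before those genes were looked at.

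The 127 RSC-like cells held 39 cells, 14 in library 1, 25 in library 2 and 0 in libraries 3 and 4, with genes of ovarian follicle cells, which the paper does not discuss. All 39 had a *mir202* UMI, 82.1% a *cx34.5* UMI, 74.4% *cyp19a1a*, 71.8% *gsdf*, 69.2% *hsd17b1*, 56.4% *foxl2*, 56.4% *nr5a1a*, 48.7% *hsd3b1*, 43.6% *fshr*, 38.5% *cyp17a1* and 35.9% *inha*. In the other 88 RSC-like cells these shares were at most 1.14%. None of these genes was kept out of the clustering, and 7 were found as leading genes of the group, so the shares are not independent of the grouping. *mir202* and *cx34.5* are on the paper's list of cluster 15 markers in Table S1, where the paper's shares of cells are 28.7% and 25.6%, and were among the markers used here to name RSC-like clusters. Table S2 lists *mir202* for neither subpopulation, but its sheets end at 499 genes each. The sources used here do not give the number of cells behind Tables S1 and S2. The paper's *eya2* share of cells is 44.2% in cluster 15, below its shares of 50.9% and 48.6% in subpopulations 1 and 2. Over the same cells it would lie between these, which argues against the subpopulations holding all cells of cluster 15. Which cells were left out is not stated. The paper's share was 70.2% for *six2a* in subpopulation 1 and 85.7% for *mki67* in subpopulation 2. In the groups without follicle-like cells they were 69.5% and 89.7% here, and in follicle-like cells 2.56% for each gene. This argues against the subpopulations holding most follicle-like cells. For *pax8* and *lhx1a* in subpopulation 2 the paper's shares were lower than here, 54.3% against 62.1% and 62.9% against 79.3%. Whether a few follicle-like cells are held is therefore not known. Free RNA is argued against, since 0.101% of the 18791 other cells of libraries 1 and 2 had a *mir202* UMI. Doublets with another RSC-like cell are argued against, since 0 of the 39 had a *pax2a* UMI, against 83 of the other 88. Greater depth is argued against, since the median of 4643.5 UMIs per cell in library 1, and 4358 in library 2, was below that of libraries 3 and 4. Steroid-making cells of the interrenal gland are argued against, since 3 of the 39 had a UMI of any of 4 interrenal genes (*cyp21a2*, *cyp11c1*, *hsd3b2* and *fdx1b*), while 34 had one of *cyp19a1a*, *foxl2* or *fshr*. Cells of ovarian follicles carried over with the kidney are a candidate explanation that stays open. Of the 6 further follicle genes, 3 had a higher share than in the other RSC-like and in DTEC-like cells, which met the number set beforehand, but only *esr2b* (35.9% against 2.27%) lay beyond counting error. *emx2* had 20.5% against 14.8%, *igf3* a single cell, and *lhx9*, *rspo1* and *inhbb* none. Of 3 oocyte genes, *ddx4* and *zp3* had no UMI in these cells, and *buc* was in 2.56% of them. Whether the fish of libraries 1 and 2 were female is not known. The markers of the design and leading genes of the group overlap in *mir202* and *cx34.5*, and *foxl2* was also found in 4.14% of RIC-like cells.

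Library 1 stood apart from the others for *osr1* in RSC-like cells, with 16.2 CPM against 0 to 2.14 CPM and a UMI in 11.4% of cells against 0% to 1.89%. Library 2 stood apart for *epcam* in sub 1-like cells, with 102 CPM against 0 to 7.47 CPM. These 3 were found among 44 groups of 4 libraries, where chance gives about 1 in 20. The *osr1* values rest on 5 UMIs and the *epcam* value on 16, and no explanation was tested for them.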

How the results depend on the processing

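The alternatives below were fixed before the data were examined, except those with genes scaled within each library and a further change, those that leave out the follicle-like or mitochondrial genes or cells, those on pairs of libraries, the repeats of the second clustering on 88 cells, and the removal of the highest Scrublet scores, which were chosen after seeing the data.

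Whether an RSC-like cluster formed depended on the clustering. The mean share per library was 0.392% as reported. With genes scaled over all libraries it was 0 under the settings as designed, with 15 or 50 components, with resolution 0.4, with at least 500 genes and at most 20% mitochondrial UMIs, with Scrublet doublets removed, with no gene kept out and with mitochondrial genes left out, and 1.25% (348 cells) with resolution 1. With genes scaled within each library it was also 0 with 15 components, with resolution 0.4, with the stricter filter on cells and with the highest 6% of Scrublet scores removed. It was 0 as well in libraries 1 and 2 or 3 and 4 clustered alone, where genes were not scaled within each library. In each setting with a share of 0, the cluster with the most of the 127 cells carried another class's name, and they made up at most 38.5% of it, so they were merged with other cells. In libraries 1 and 2 alone this cluster held 44 of 88, and in the other settings more than that share. The mitochondrial limit of the stricter filter counted genes for mitochondrial proteins in libraries 3 and 4 only. The stricter filter removed 50 and the Scrublet scores 42 of the 127 cells. The cause was not found (Other observations). The share of RSC-like cells with a *six1b* UMI was 25.2% as reported, 8.91% in the 348 cells and 36.4% without the follicle-like cells, a change that follows from leaving out cells without such a UMI. The number of clusters was between 25 and 40.

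For RSC-like against other cells, the number of the 7 genes that were higher stayed between 5 and 7 in all 17 alternatives, and *six2a*, *pax2a*, *lhx1a*, *eya2* and *six1b* were past the threshold in each of them. Leaving out each library in turn gave between 5 and 5. Of the 16 alternatives that tested them, *osr1* did not pass in 8 and *eya1* passed in 6. In libraries 3 and 4 alone the estimate of *osr1* was -6.97 (standard error 7.67, adjusted p = 0.54 from edgeR) with no UMI in RSC-like cells, and in libraries 1 and 2 alone that of *eya1* was -0.38 (standard error 1.17, adjusted p = 0.853 from edgeR) with 1 UMI, so these counts leave the direction open, while in libraries 3 and 4 alone *eya1* passed at 2.89. With library as a replicate block 5 of the 7 genes passed, since *osr1* did not (adjusted p = 0.0571 from edgeR, between 9.58e-05 and 0.813 over its alternatives). All genes called numbered 5163 as reported, 3320 against DTEC-like cells only and 3431 without library 2. Without TMM, 63.5% of the calls were higher in RSC-like cells (3492 higher, 2009 lower), against 39.8% with it, and the median log2 fold change of all genes was 0.30 against -0.24. Of the 35 splits of the 8 sums into groups of equal size, 8 part every pair, and 1 of these, the real split, gave as many of the list, so chance cannot be excluded by this count, whose smallest share is 1 in 8. A split that follows the batches gave 0 of the list but 2272 of all genes.

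For the subpopulations, 3 of the 10 genes passed as reported. Without a filter on low counts 7 passed. Among the added genes, *col1a1a* and *epcam* had been left out by the filter, while *lhx1a* and *fgf8a* had been tested and reached adjusted p of 0.00614 and 0.00355 from edgeR. With library as a replicate block 5 did, with assignment by marker score (without the follicle-like cells) 5, with 20 components 1, in libraries 1 and 2 alone 6 and in libraries 3 and 4 alone 0. Leaving out each library in turn gave between 0 and 3, with 0 without library 1, where 403 of 2266 genes had an unadjusted p below 0.05 but none passed after adjustment in edgeR. In libraries 3 and 4 alone none of 2549 genes passed in edgeR, with 573 at an unadjusted p below 0.05. DESeq2 over all 4 libraries gave 4. Why these subsets gave fewer genes was not tested. Fewer libraries alone are argued against as the cause, since libraries 1 and 2 alone gave 6. *eya2* reversed to -0.16 with hierarchical clustering of all 127 cells, and *fgf8a* to 0.012 with 20 components. That hierarchical grouping followed the batches, and *cdh1* passed in it against the paper's direction. Hierarchical clustering of the 88 cells without follicle-like cells gave 4 of the 10 genes, with *eya2* at 3.32 (adjusted p = 0.00754 from edgeR). All genes called numbered 174 as reported, 355 with the block, 615 without the filter, 87 without library 2, 391 with hierarchical clustering of all 127 cells, 68 by marker score over all 127 cells, 104 by marker score over 88 cells, 84 with cell-cycle genes (the Neurons sheet of Table S1) kept out and 383 in libraries 1 and 2 alone. Without TMM, 30.3% of the calls were higher in sub 1-like cells (69 higher, 159 lower), against 52.9% with it, and the median log2 fold change was -0.18 against 0.092. The second clustering as designed, on all 127 cells, parted the follicle-like cells, and so did 20 components, leaving out cell-cycle genes, keeping no gene out, resolution 1 for the first clustering and removal of Scrublet doublets. These, scaling within each library and 50 components gave no groups that could be named, and the 348 cells of resolution 1 with genes scaled over all libraries gave no resolution with 2 groups, so they have no value. The 15-component, lower-resolution and stricter settings had no RSC-like cells to cluster again. Of the 8 splits that part every pair, 1, the real split, gave as many of the list, so chance cannot be excluded by this count either. A split that follows the batches gave 0 of the list and 89 of all genes.

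Among the 7 cluster genes and the 5 subpopulation genes tested, the block changed the calls of *osr1*, *lhx1a* and *fgf8a* only. The subpopulation comparison of *six1b* was not run with the block. Depth limits the shares of cells. Thinned to 1000 UMIs, the share of RSC-like cells with a *six2a* UMI was 14.8%, and at 2000 UMIs 27.1%, against 37.8% without thinning.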

Differences from the paper's values

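The paper's number of clusters is 15, and 32 formed here with the settings as designed. The alternatives set before the data were examined gave between 25 and 40, and none came within 1.5 times the paper's number. The paper's share of subpopulation 2 cells with a *col1a1a* UMI is 2.9% (Table S2), and 0% of 29 sub 2-like cells had one here, where a count of 0 allows up to 10.3%. Assignment by marker score, set before the data were examined, also gave 0%.

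The paper finds a single cluster with high *six2a*, *pax2a* and *lhx1a*. With genes scaled over all libraries, as designed here, no cluster could be named so. Scaling within each library, set before the data were examined, gave a cluster in which the shares of cells with a UMI were 37.8% for *six2a*, 65.4% for *pax2a* and 25.2% for *lhx1a*, against the paper's 38.8%, 67.4% and 26.4%. The paper states that subpopulation 1 has higher *col1a1b* and *fn1a* and subpopulation 2 higher *cdh1*, *epcam*, *lhx1a* and *fgf8a*. All 10 genes went the paper's way in 4 of 4 libraries, but 3 passed the test. With no filter on low counts, set before the data were examined, *col1a1a*, *lhx1a*, *fgf8a* and *epcam* passed too, and with library as a block *lhx1a* and *fgf8a*. *epcam* also passed in libraries 1 and 2 alone, an alternative chosen after seeing the values. *col1a1b*, *fn1a* and *cdh1* did not pass in the paper's direction where they were tested. *col1a1b* and *fn1a* were tested only without the filter and *cdh1* also by 2 groupings of all 127 cells, since the filter left them out elsewhere. In the hierarchical grouping, set before the data were examined, *cdh1* passed in the opposite direction, higher in the group taken as sub 1-like (log2 fold change 3.93, standard error 0.703, adjusted p = 0.00978 from edgeR). That grouping includes the follicle-like cells, which hold most *cdh1* UMIs. The paper's p-values take cells as replicates, and those here take libraries. The paper's own p in Table S2 is 0.568508 for *col1a1b* and 0.183681 for *col1a1a*, so these are not past 0.05 there either. For *eya2* it is 0.339931, with shares of 50.9% and 48.6% of cells, and shares of 54.2% and 37.9% here. Its average log2 fold change over cells is 0.686 in the paper and was 1.26 here, a difference within the SD over libraries of 0.864.

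The paper names a cluster Neurons. No cluster here was neuron-like, and the highest mean log2 ratio of 11 neuron markers in any cluster was 0.31.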

Other observations

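The tests in this part were chosen after the result was seen, except those on mitochondrial genes and on doublets with DTEC-like cells, which were written down before their results were seen.

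The split of the 88 RSC-like cells without follicle-like cells into a *six2a*-high and a *pax8*-high group was weighed against technical explanations. The cell cycle alone is argued against, since 76 of the 88 cells stayed in the same group when the cell-cycle genes were kept out. These were taken as the 1252 genes of the paper's Table S1 sheet named Neurons, which hold all the cycling markers used here but are not a curated cell-cycle list, so this test depends on the reading of that sheet given below. In the groups so formed *six2a* and *pax8* passed, and *eya2* did not (log2 fold change 2.31, adjusted p = 0.0826 from edgeR). The difference between the batches is argued against as the whole cause, since *six2a* was higher in the first and *pax8* in the second group in 4 of 4 libraries, although scaling genes within each library gave no such groups. Greater depth of the *pax8*-high cells is argued against as the cause of their *pax8* UMIs, since 41.4% of them had a *pax8* UMI after thinning to 2000 UMIs, against 2.00%. Thinning was not applied before the clustering, so a part of depth in forming the groups stays open. The groups formed with genes scaled within each library had median depths of 15429.5 and 4259 UMIs. Doublets of an RSC-like and a DTEC-like cell are argued against, since the median of 8 DTEC markers in sub 2-like cells was 3.63% of the DTEC-like level. Of these, *atp1a1a.4* was at 0.194% and *hoxb8a* at 104%. Doublets of other kinds stay open. Of sub 2-like cells 51.7%, of sub 1-like cells 37.3% and of follicle-like cells 12.8% were among the 6% of cells with the highest Scrublet scores. Scrublet's own threshold called 0 of the 127 RSC-like cells. It called only 1.01% of all cells and did not work in library 1, so this count does not rule doublets out. No biological explanation was tested, since the libraries are of 1 condition.

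The share of sub 2-like cells among the RSC-like cells without follicle-like cells was 19.0% and 28.6% in libraries 1 and 2 and 42.9% and 44.4% in libraries 3 and 4. Libraries 3 and 4 gave 58.6% of sub 2-like cells and 37.3% of sub 1-like cells, with exact 95% intervals of 38.9% to 76.5% and 25.0% to 50.9%, which overlap. The paper's Table S2 lists the mitochondrial gene *ND1* for subpopulation 2, with the paper's shares of 68.6% and 26.3% of cells. Since *ND1* was counted in libraries 3 and 4 only, its share among cells here, 58.6% of sub 2-like and 37.3% of sub 1-like cells, equals the share of cells from these libraries.

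With genes scaled over all libraries, no RSC-like cluster formed at the settings as designed, and 1 formed only at resolution 1. Mitochondrial genes counted only in libraries 3 and 4 are argued against as the cause, since leaving all of them out of the variable genes gave 0 RSC-like cells. Other differences between the batches stay open. Libraries 1 and 2 clustered alone, and libraries 3 and 4 clustered alone, also gave 0 RSC-like cells, although no batches are mixed there. But each held fewer cells, and scaling within each library did give the cluster.

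Among the 88 cells, 47 had a *six2a* UMI, 32 an *lhx1a* UMI and 9 both, where independence would give 17.1. Of the *six2a* cells, 80.9% had no *lhx1a* UMI (exact 95% interval 66.7% to 90.9%). Within sub 1-like cells 5 had both where independence would give 6.25, and within sub 2-like cells 4 against 4.76, so the low number of cells with both restates the split.

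The paper's Table S1 sheet named Neurons holds 1252 genes, with all 11 of the cycling markers used here and 0 of the 11 neuron markers. That the sheet describes cycling cells of the blood lineages is a hypothesis. The test, set after the clusters had been seen, was whether the first 50 genes of the sheet had their highest mean log2 ratio in a cycling-like cluster. They did not. It was 2.15 in an unnamed cluster, cluster 18, and 1.78 in the next, which was cycling-like. All 11 cycling markers were detected in cluster 18, but its name was withheld by the naming rule, since its leading genes include *rag1*, *rag2* and *pax5*. The test therefore leaves the hypothesis open.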
